# Dual Regulation of Gene Expression Mediated by Extended MAPK Activation and Salicylic Acid Contributes to Robust Innate Immunity in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1004015

**Published:** 2013-12-12

**Authors:** Kenichi Tsuda, Akira Mine, Gerit Bethke, Daisuke Igarashi, Christopher J. Botanga, Yayoi Tsuda, Jane Glazebrook, Masanao Sato, Fumiaki Katagiri

## Abstract

Network robustness is a crucial property of the plant immune signaling network because pathogens are under a strong selection pressure to perturb plant network components to dampen plant immune responses. Nevertheless, modulation of network robustness is an area of network biology that has rarely been explored. While two modes of plant immunity, Effector-Triggered Immunity (ETI) and Pattern-Triggered Immunity (PTI), extensively share signaling machinery, the network output is much more robust against perturbations during ETI than PTI, suggesting modulation of network robustness. Here, we report a molecular mechanism underlying the modulation of the network robustness in *Arabidopsis thaliana*. The salicylic acid (SA) signaling sector regulates a major portion of the plant immune response and is important in immunity against biotrophic and hemibiotrophic pathogens. In *Arabidopsis*, SA signaling was required for the proper regulation of the vast majority of SA-responsive genes during PTI. However, during ETI, regulation of most SA-responsive genes, including the canonical SA marker gene *PR1*, could be controlled by SA-independent mechanisms as well as by SA. The activation of the two immune-related MAPKs, MPK3 and MPK6, persisted for several hours during ETI but less than one hour during PTI. Sustained MAPK activation was sufficient to confer SA-independent regulation of most SA-responsive genes. Furthermore, the MPK3 and SA signaling sectors were compensatory to each other for inhibition of bacterial growth as well as for *PR1* expression during ETI. These results indicate that the duration of the MAPK activation is a critical determinant for modulation of robustness of the immune signaling network. Our findings with the plant immune signaling network imply that the robustness level of a biological network can be modulated by the activities of network components.

## Author Summary

Robustness of a network is defined by how consistently it performs upon removal of some of its components. It is a common strategy for plant pathogens to attack components of the plant immune signaling network in an attempt to dampen plant immunity. Therefore, it is crucial for the plant immune signaling network to have a high level of robustness. We previously reported that the robustness level of the plant immune signaling network is higher during Effector-Triggered Immunity (ETI) than Pattern-Triggered Immunity (PTI). Here we discovered a molecular switch that determines two robustness levels during ETI and PTI. Salicylic acid (SA) is a major plant immune signal molecule that regulates many immune-related genes. SA-independent alternative mechanisms also regulated the majority of SA-responsive genes during ETI but not PTI. One of the SA-independent mechanisms was mediated by prolonged activation of MAP kinases (MAPKs). MAPK activation was prolonged during ETI but transient during PTI. Thus, the duration of MAPK activation switches the robustness level of the plant immune signaling network. Our findings imply that the robustness level of a biological network can be modulated by activities of its components.

## Introduction

How network properties, such as robustness against network perturbations, emerge from biological networks has been a central question in systems biology [1], [2]. Possible modulation of network robustness in a biologically relevant context and mechanisms underlying the modulation are areas of study that have rarely been explored.

Innate immunity, in which defense responses are induced through signaling events initiated by recognition of pathogen attack, composes a major part of plant immunity [3]. PAMP/Pattern-Triggered Immunity (PTI) and Effector-Triggered Immunity (ETI) are modes of plant innate immunity defined by the way pathogens are detected [4], [5]. PTI is triggered by recognition of microbe/pathogen-associated molecular patterns (MAMPs/PAMPs) by the cognate pattern-recognition receptors (PRRs), which are typically receptor-like kinases or receptor-like proteins [6]. For example, *Arabidopsis thaliana* FLS2 is the PRR for flg22, an elicitor-active epitope of flagellin from Gram-negative bacteria [7]. While most non-adapted pathogens cannot overcome PTI, adapted pathogens deliver effectors into the plant cell that manipulate plant cell functions to facilitate their infection by, for instance, interfering with PTI signaling [8], [9]. ETI is triggered by specific recognition of effectors by resistance (R) proteins, which are often nucleotide-binding leucine-rich repeat (NB-LRR) proteins [10]. For example, the *Arabidopsis* intracellular NB-LRR R proteins RPS2 and RPM1 indirectly recognize perturbations of the PTI signaling component RIN4 by the effectors AvrRpt2 and AvrRpm1/AvrB, respectively, of a Gram-negative bacterial pathogen, *Pseudomonas syringae* [3]. In addition to proteinaceous effectors, some *P. syringae* strains deliver coronatine, which is a jasmonic isoleucine mimic, in order to suppress plant immunity [11]. Recently, it was shown that coronatine suppresses immune responses dependent on salicylic acid (SA) as well as independent of SA [12], [13]. Thus, there are evolutionary arms races between hosts and pathogens. Pathogens evolve much faster than hosts, rapidly changing effector repertoires, thereby changing points of attack in host immune networks. As hosts cannot match the speed of pathogen evolution, it is important that hosts develop robust immune networks that remain functional in the face of effector attack. Mechanisms underlying network robustness are thus a critical aspect of immunity.

SA is a signal molecule controlling a major portion of immunity against biotrophic and hemibiotrophic pathogens, including *P. syringae* [14]. *SID2* encodes a key enzyme for SA biosynthesis in response to pathogen infection [15]. In *Arabidopsis sid2* mutants, pathogen-induced SA accumulation is almost undetectable [14]. Hundreds of genes are transcriptionally regulated by SA signaling, mediated mainly by a positive regulator of SA signaling, NPR1 [14]. *PR1* is one SA-inducible gene used as a canonical SA marker [14].

*Arabidopsis* has 20 mitogen-activated protein kinases (MAPKs) [16], and four of them, MPK3, MPK4, MPK6 and MPK11, have been described as immune signaling components [17]. MPK3 and MPK6 are associated with immune responses, such as reactive oxygen species (ROS) production, ET production/signaling, phytoalexin production and cell death [17]. For instance, ethylene production is positively controlled by dual regulation of enzymes (ACS) synthesizing the ethylene precursor 1-amino-cyclopropane-1-carboxylic acid. MPK6 stabilizes ACS2 and ACS6 by their phosphorylation, and MPK3 and MPK6 control gene expression through a transcription factor, WRKY33, which is activated by the MAPKs [18], [19]. The same cascade is required for production of a phytoalexin, camalexin, by controlling expression of a biosynthetic gene, *PAD3* [20]. A double mutant deficient in *MPK3* and *MPK6* is embryonic lethal but the single mutants are viable, suggesting functional redundancy between them in development [21]. MPK3 phosphorylates the bZIP type transcription factor VIP1 whose phosphorylation is required for its nuclear translocation [22]. Transient over-expression of VIP1 led to weak induction of *PR1* in *Arabidopsis* protoplasts although involvement of SA in this *PR1* induction is not known [23].

The overall spectra of induced defense responses are overlapping between PTI and ETI whereas the kinetics and intensity of the responses seem different [4], [24]. In *Arabidopsis*, knocking out the hub genes of four major signaling sectors abolished 80% of flg22-triggered PTI (flg22-PTI) and AvrRpt2-triggered ETI (AvrRpt2-ETI), indicating extensively shared signaling network machinery between PTI and ETI [25]. Relationships among these signaling sectors are part compensatory and part synergistic in flg22-PTI but are predominantly compensatory in AvrRpt2-ETI, which explains a high level of robustness in the ETI level against network perturbations [25]. Single mutations (*dde2*, *ein2*, *pad4* and *sid2*) weakly but significantly compromised flg22-PTI but not AvrRpt2-ETI while the quadruple mutation largely abolished both. These observations demonstrated differences in the robustness of the highly overlapping signaling networks during the two modes of plant immunity. However, the molecular mechanism controlling modulation of the network robustness is not known.

Here we report a molecular mechanism that affects the robustness of the plant immune signaling network. Although *Arabidopsis* MPK3 and MPK6 are activated during both PTI and ETI, the duration of the activation was much longer during ETI than PTI. Only sustained activation of the MAPKs supported expression of a majority of SA-responsive genes in the absence of SA. The roles of MPK3 and SA signaling during AvrRpt2-ETI were compensatory, contributing to network robustness against perturbations during ETI. Our findings demonstrate that a biologically important differential network property, robustness, can emerge from duration of the activity of a network component.

## Results

### Most SA-responsive genes were properly regulated in the absence of SA during ETI

We previously reported that ETI is more robust against network perturbations than PTI due to a higher level of network compensation [25]. We hypothesized that this compensation occurred at the level of gene regulation. To test this hypothesis, we examined expression of a canonical SA marker gene, *PR1*, during ETI. Transcriptional induction of *PR1* was completely dependent on SID2, which is a key SA biosynthetic enzyme, and hence completely dependent on SA signaling during PTI [26]. We found that *PR1* induction was only partially dependent on SID2 and NPR1 at a late time point of 24 hours post inoculation (hpi) with ETI-triggering *P. syringae* pv. *tomato* DC3000 (*Pto*) strains expressing the effectors AvrRpt2 (*Pto* AvrRpt2) or AvrRpm1 (*Pto* AvrRpm1) (Figure 1A and Figure S1). While AvrRpt2 and AvrRpm1 are recognized by the CC-type NB-LRR proteins RPS2 and RPM1, AvrRps4 is recognized by the TIR-type NB-LRR protein RPS4 [3]. We also observed SID2- and NPR1-independent *PR1* induction during AvrRps4-triggered ETI although induction levels were lower compared to AvrRpt2- and AvrRpm1-ETI (Figure S1). In contrast, *PR1* induction was completely dependent on SID2 in the case of the non-ETI triggering *Pto* strain carrying an empty vector (*Pto* EV). Inoculation of the ETI-triggering strains at a high dose can trigger a form of programmed cell death called a hypersensitive response (HR) [3]. The inoculation dose used in this experiment was relatively low (OD_600_ = 0.001), and we did not observe a macroscopic HR within 24 hpi. To test the possibility that the SA level increased independently of SID2 during ETI, we measured the SA level in these tissues. The increased SA accumulation was completely dependent on SID2 in all conditions (Figure 1B). These results indicate that some SA-independent mechanism(s) can activate *PR1* during ETI. At an earlier time point of 6 hpi, only SA-dependent *PR1* induction was observed with all three strains (Figure 1A), suggesting that this SA-independent mechanism(s) during ETI requires more than 6 hours to be effective.

**Figure 1:**
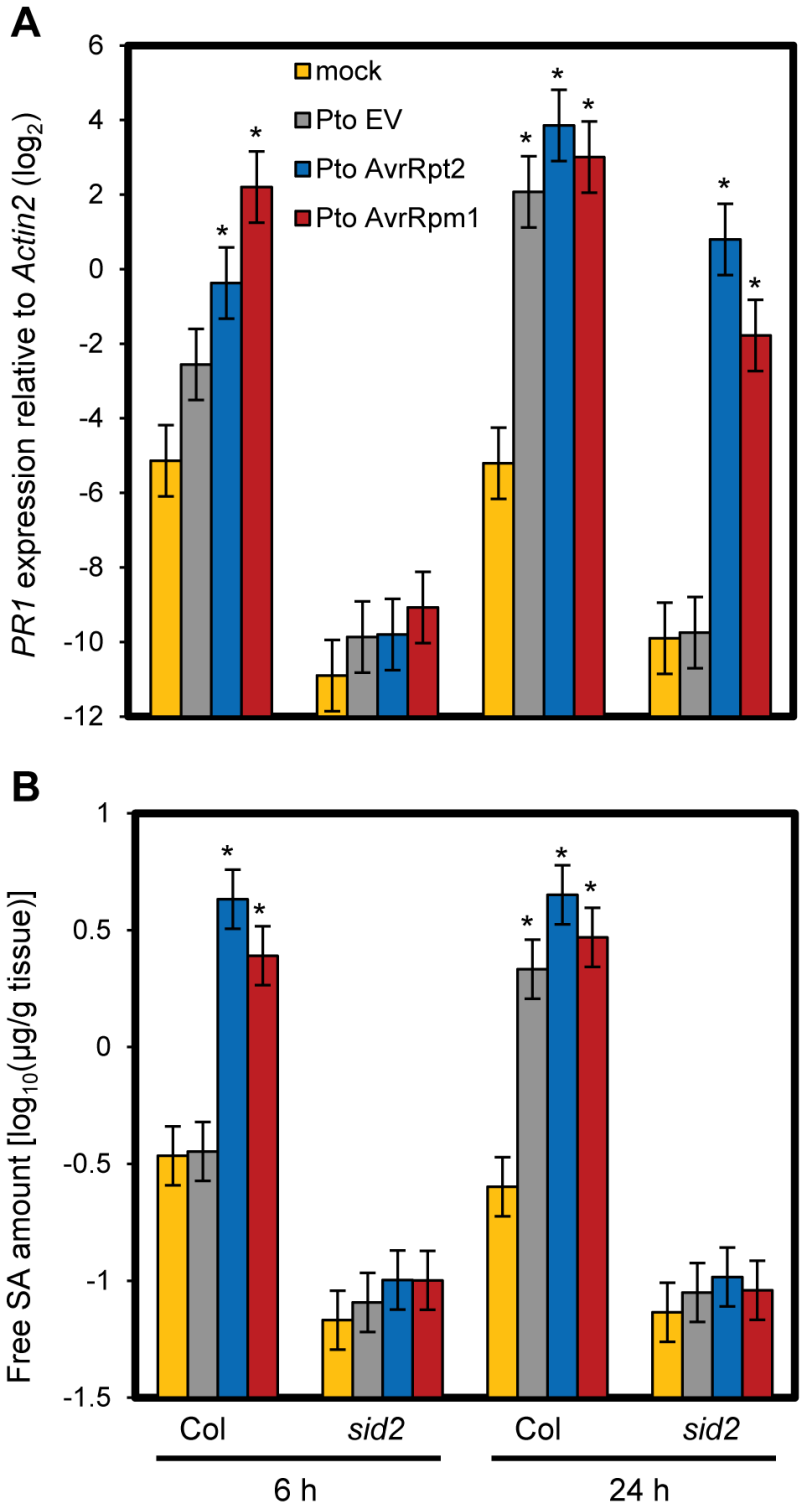
SA-independent regulation of *PR1* during ETI. (A) The *PR1* expression level in leaves at 6 or 24 hpi with *Pto* strains (OD_600_ = 0.001) or mock was determined by qRT-PCR. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). (B) The free SA levels in leaf samples corresponding to those in (A) were determined. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The SA level is shown on a log_10_ scale. Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).

SA-independent mechanism(s) for *PR1* induction during ETI prompted us to investigate the possibility that other SA-responsive genes can also be transcriptionally regulated in an SA-independent manner during ETI. For this purpose, mRNA profiles were analyzed using a whole genome DNA microarray. Leaves of wild type (Col) or *sid2* plants were inoculated with water (mock), *Pto hrcC*, *Pto* EV, or *Pto* AvrRpt2, and were collected at 24 hpi for mRNA profiling. 

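The mRNA profiles came from 24 single-colour NimbleGen arrays, 3 for each of the 8 combinations of genotype and treatment, with 1 array of every combination in each of the 3 independent experiments. Leaves of 4-week-old plants were infiltrated with water or with a *Pto* strain at an OD600 of 0.001 and collected 24 h later. The authors summarised the probe signals by robust multi-array average and deposited 1 log2 expression value for each gene and array, so that background correction and normalization between arrays were already included. The array values covered 32627 genes, were used without further normalization and ranged from 4.49 to 15.76. The array medians lay between 8.87 and 9.11. The lowest correlation between replicate arrays of a group, across genes, was 0.969 in *sid2* with *Pto hrcC*, and the highest of these lowest values was 0.990 in *sid2* mock. A limma model with 1 mean per genotype and treatment and the experiment as a random block was fitted to all arrays, as the paper's methods describe, and each genotype was compared with its own mock. The correlation of arrays within an experiment was estimated at 0.303. Changes were called at a Storey *q* below 0.01 and more than 2-fold, and *q* values were computed separately for each comparison. With 3 arrays per group, the number of arrays limits the precision of every value. *SID2* (AT1G74710), the gene mutated in *sid2*, served as a check of the labels. Its log2 expression averaged 10.94 ± 0.43 (SD, n = 3) in Col mock and 8.16 ± 0.07 (SD, n = 3) in *sid2* mock. Across the treatments it stayed between group means of 8.08 and 8.28 in *sid2*.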

The *Pto hrcC* strain is deficient in the type III secretion system used to transport effectors into plant cells. It elicits the PTI response by presenting various MAMPs [11]. 

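In Col, *Pto* EV changed 3797 genes relative to mock, 1984 of them upwards and 1813 downwards, and *Pto* AvrRpt2 changed 3742 genes, 1832 upwards and 1910 downwards. Both lists shared 2799 genes, of which 1442 rose with both strains, 1355 fell with both and 2 went opposite ways. Lowering the fold threshold from 2 to 1.5 moved the shared count most upwards, to 5080 genes, and raising it to 4 lowered it to 613. The SID2-dependence of each shared gene was expressed as the log2 change in *sid2* divided by the log2 change in Col. With *Pto* EV this ratio had a median of 0.620 over the 2799 genes, and it was below 0.2 in absolute value for 175 genes, of which 146 were induced and 29 suppressed in Col. Of the 175 genes, 44 moved in the direction seen in Col in all 3 *sid2* experiments. The count of genes below the ratio depended most on the ratio itself, with 900 genes below 50%. When the difference between the genotypes was tested directly, as a genotype by *Pto* EV interaction at *q* below 0.01, 66 of the 175 genes passed. Among the 175 genes, the induced genes with the largest changes with *Pto* EV in Col were *WRKY62* (AT5G01900), AT3G61198 and *XTH10* (AT2G14620). *WRKY62* rose by 5.09 (SE 0.35, limma *q* = 2.5e-09, higher in 3 of 3 experiments) on the log2 scale in Col and by 0.75 (*q* = 0.0967) in *sid2*. AT3G61198 rose by 4.63 (*q* = 2.7e-09) in Col and by 0.89 (*q* = 0.0359) in *sid2*. *XTH10* rose by 3.96 (*q* = 0.000341) in Col and by 0.05 (*q* = 0.619) in *sid2*, with standard errors of 0.81.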

Among 2828 genes that were significantly up- or down-regulated (with *q* values<0.01 and more than 2-fold changes) in both *Pto* EV and *Pto* AvrRpt2 infection in Col, regulation of 187 genes showed strong SID2-dependence in *Pto* EV infection (Figure 2A and Table S1). These genes are designated SA-responsive genes hereafter. Remarkably, regulation of most SA-responsive genes, including *PR1*, at 24 hpi with *Pto* AvrRpt2 is largely SID2-independent although SA contributes to their full expression, indicating that SA-independent signaling mechanism(s) can regulate most SA-responsive genes during AvrRpt2-ETI. 

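With *Pto* AvrRpt2, the log2 changes of the 175 SA-responsive genes in *sid2* had a median of 0.822 times those in Col, and the medians of the 3 experiments were 0.851, 0.768 and 0.767 (SD 0.0481). With *Pto* EV the corresponding median was 0.0995, a value that the selection keeps low. The ratio to Col with *Pto* AvrRpt2 was above 0.5 for 147 genes and above 1 for 33 genes. The changes in *sid2* had the direction of those in Col for 171 genes on average and for 161 genes in each of the 3 experiments, and 110 genes were called changed in *sid2*. The median absolute log2 change over the list was 1.52 in Col and 1.20 in *sid2*, and 122 of the 146 induced genes had a lower mean expression level in *sid2* than in Col after *Pto* AvrRpt2. The contrast that compares the difference between genotypes under *Pto* AvrRpt2 with that under *Pto* EV, in which both mocks cancel, passed a *q* below 0.01 for 32 of these genes when adjusted over all genes. It passed for 86 when adjusted over the list alone by Benjamini-Hochberg, which is not independent evidence because the list was chosen on these arrays. The median ratio moved most, to 0.928, when genes with ratios up to 50% with *Pto* EV were admitted, and it was lowest, at 0.733, without the Col mock array of experiment 1. *PR1* (AT2G14610) rose with *Pto* AvrRpt2 by 4.11 (SE 0.62, limma *q* = 1.7e-05, higher in 3 of 3 experiments) on the log2 scale in Col and by 6.46 (*q* = 1.0e-07, higher in 3 of 3) in *sid2*. With *Pto* EV it rose by 3.66 (*q* = 5.3e-05) in Col and by 0.48 (*q* = 0.438) in *sid2*. These ratios rest on different baselines, because *PR1* in mock averaged 10.79 ± 1.96 (SD, n = 3) in Col, where experiment 1 stood at 13.06, and 6.54 ± 0.13 (SD, n = 3) in *sid2*. Against the Col mock, the change in *sid2* with *Pto* AvrRpt2 was 0.538 times that in Col. The level of *PR1* with *Pto* AvrRpt2 was 14.90 ± 0.09 in Col and 13.00 ± 0.96 in *sid2* (SD, n = 3), a log2 difference of -1.90 that did not pass the correction (*q* = 0.316) although it was negative in 3 of 3 experiments. The chitinase gene AT1G02360 rose with *Pto* AvrRpt2 by 2.03 in Col (*q* = 1.1e-06) and by 1.65 in *sid2* (*q* = 8.4e-06). Its mock averaged 9.58 in Col and 8.83 in *sid2*. *CHS* (AT5G13930) changed by -3.93 in Col (*q* = 1.1e-07) and by -3.61 in *sid2* (*q* = 2.3e-07). Against the Col mock, the change in *sid2* was 0.444 times that in Col for the chitinase gene and 0.990 times for *CHS*. The exceptions included *WRKY62*, which rose by 2.75 in Col (*q* = 2.9e-06) and changed by -0.13 in *sid2* (*q* = 0.325). From the changes that remained in *sid2* with *Pto* AvrRpt2, the paper concludes that mechanisms other than SA can regulate most of these genes in AvrRpt2-ETI, with SA adding to their full expression.

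**Figure D1:**
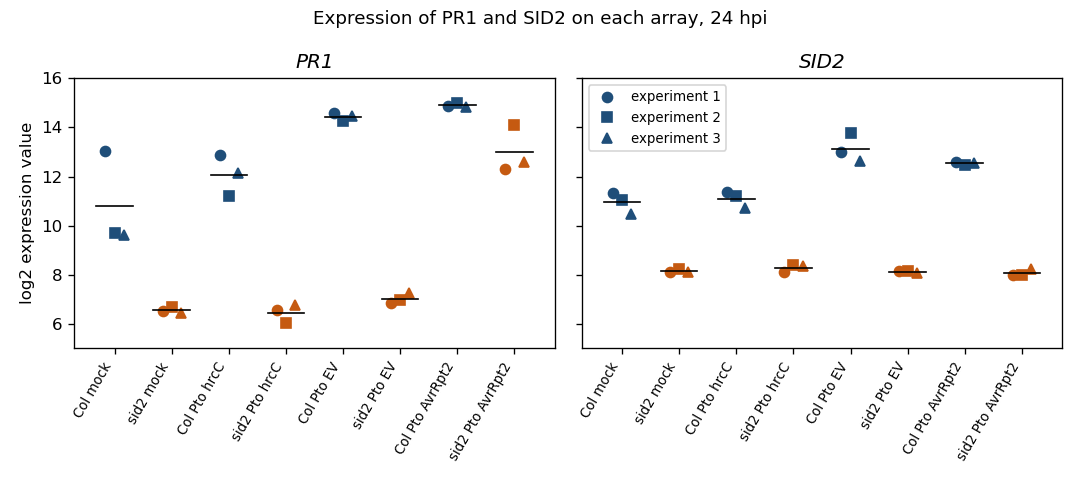
Log2 expression of *PR1* and *SID2* on each array, by treatment and genotype, with the 3 experiments marked separately. *PR1* in *sid2* stays near 6.54 in mock and averages 13.00 with *Pto* AvrRpt2, while *SID2* in *sid2* stays between group means of 8.08 and 8.28.

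**Figure D2:**
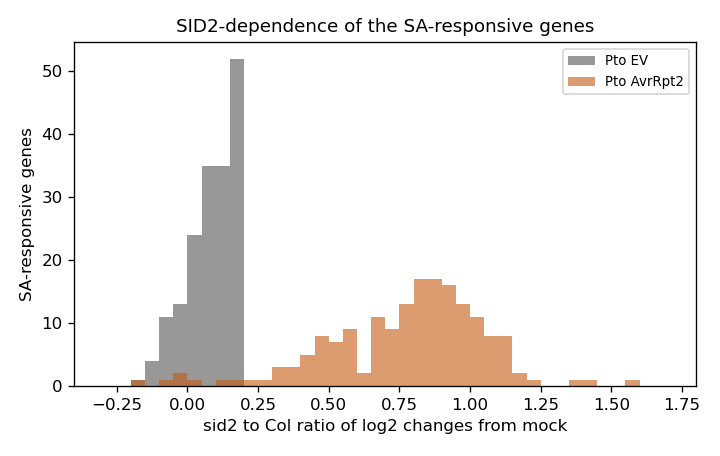
Histogram of the log2 change in *sid2* divided by that in Col for the 175 SA-responsive genes, with *Pto* EV and with *Pto* AvrRpt2. The ratios with *Pto* EV lie within 0.2 of zero by selection, and those with *Pto* AvrRpt2 have their median at 0.822.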

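*Pto hrcC* changed 72 genes in Col, 59 upwards, and 20 genes in *sid2*, 17 upwards. The count in Col fell to 1 gene when experiment 1 was left out and to 12 when only its Col *Pto hrcC* array was. None of the 175 SA-responsive genes was among those called (0 genes in limma, where 3591 of all genes in Col and 3890 in *sid2* had an unadjusted *p* under 0.05). The median absolute log2 change of the SA-responsive genes was 0.29 in Col with *Pto hrcC*, against 1.44 with *Pto* EV. In *sid2* it was 0.15 with *Pto hrcC* and 0.17 with *Pto* EV. The median ratio of the change in *sid2* to that in Col was 0.295 with *Pto hrcC*, with medians of 0.379, 0.305 and -0.0455 in the 3 experiments (SD 0.227). This ratio divides small changes and lay below each experiment's median with *Pto* AvrRpt2. It was 0.161 after another quantile normalization of the arrays and 0.202 after median centring, falls of less than the SD between experiments. It fell to 0.114 without *sid2* mock replicate 3 and rose to 0.509 without *sid2* *Pto hrcC* replicate 3. In each experiment left out of the selection in turn it was 0.750, 0.414 and 0.136. When both genotypes were compared with the Col mock, which selected 217 genes, 100 of them among the 175, the median over these genes was -0.331. Over the 2799 genes changed by both other strains in Col, the median ratio was 0.677 with *Pto hrcC* and 0.968 with *Pto* AvrRpt2. A genotype by *Pto hrcC* interaction passed a *q* below 0.01 for 0 genes in limma, with 497 genes at an unadjusted *p* under 0.05. This contrast asks whether the response to *Pto hrcC* depends on SID2, and a difference in that dependence from the other strains was not tested gene by gene.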

The SID2-dependency of gene regulation after *Pto hrcC* inoculation was similar to that after *Pto* EV inoculation, although the overall extent of up- or down-regulation was lower, and distinct from that after *Pto* AvrRpt2 inoculation (Figure S2 and Table S2). Thus, initiation of ETI appears to be the key for activation of this SA-independent mechanism(s).

**Figure 2:**
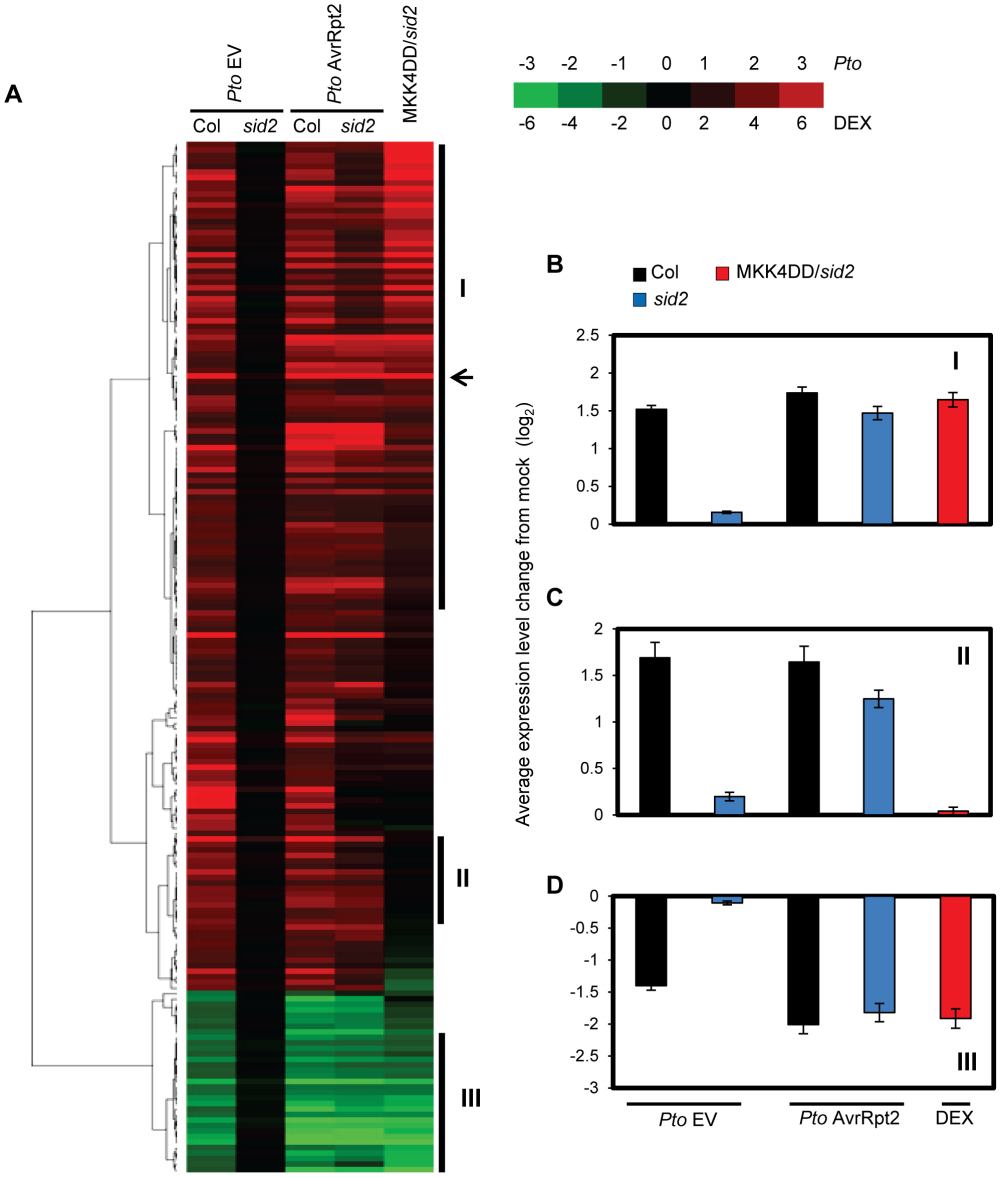
Sustained MAPK activation supports transcriptional regulation of a majority of SA-responsive genes without SA. (A). A heatmap of the SA-responsive genes. Leaves were collected at 24 hpi with the indicated *Pto* strains (OD_600_ = 0.001) or mock. Independently, leaves of *DEX-MKK4DD* plants were collected at 24 hpi with 2 µM DEX or mock and subjected to mRNA profiling analysis using a whole genome DNA microarray. SA-responsive genes were selected for reproducible SID2-dependent responsiveness to the *Pto* strains as described in Experimental Procedures. The log_2_ ratios compared to mock for 187 SA-responsive genes were subjected to agglomerative hierarchical clustering analysis. The log_2_ ratio of DEX/mock for the *DEX-MKK4DD sid2* plant (MKK4DD/*sid2*) samples was weighted by a factor of 0.5 to reduce its effects on the clustering pattern. The log_2_ ratios used were averaged from three independent experiments. Green indicates negative values, red indicates positive values and black indicates zero: see the color scale. The arrow indicates the position of *PR1*. Means and standard errors of (B) Cluster I, 85 genes; (C) Cluster II, 20 genes; (D) Cluster III, 25 genes are shown.

### Activation of MPK3 and MPK6 was sustained in ETI but transient in non-ETI

We hypothesized that a kinetic difference in activation of network components is responsible for activation of SA-independent mechanism(s). A prior study suggested that the duration of MPK3 and MPK6 activation is longer during ETI than non-ETI [27]. We compared the duration of MAPK activation in ETI and PTI. When wild-type seedlings in a liquid medium were treated with the PTI inducer flg22, activation of the MAPKs was observed after 10 min and returned to the basal level within one hour (Figure 3A), confirming previous observations [28]. The possibility that flg22 was rapidly degraded in the liquid culture was excluded since the MAPKs were activated similarly when fresh seedlings were placed in the liquid medium containing flg22 that had been incubated with other seedlings for 3 hours (Figure 3A). Thus, MAPK activation is truly transient after flg22 treatment. We employed transgenic seedlings carrying an estradiol-inducible *AvrRpt2* transgene (*XVE-AvrRpt2*) to measure MAPK activation during ETI in the absence of PTI. The MAPKs were activated by three hours and remained active for at least 7 hours after estradiol treatment (Figure 3B). This sustained MAPK activation was ETI-specific as no such activation was observed in the *rps2* mutant background, which lacks the corresponding receptor (Figure 3C). *PR1* induction during AvrRpt2-ETI was independent of SA in *XVE-AvrRpt2* transgenic seedlings (Figure S3), which is consistent with the results obtained using adult leaves inoculated with a *Pto* strain expressing AvrRpt2 (Figure 1). Similar trends in MAPK activation duration were observed when adult leaves were inoculated with *Pto* strains: sustained activation of the MAPKs was observed with *Pto* AvrRpt2 in a manner dependent on the *R* gene *RPS2*, but not with the strains that do not trigger ETI (Figure 4). While the amounts of activated MPK3 and MPK6 were similar during AvrRpt2-ETI triggered in *XVE-AvrRpt2* transgenic plants (Figure 3), there was more activated MPK3 than activated MPK6 during AvrRpt2-ETI triggered by *Pto* AvrRpt2 (Figures 4, S4 and S5), suggesting that MPK3 plays a major role during AvrRpt2-ETI in bacterial infection. We also observed sustained MAPK activation during AvrRps4-ETI although levels of activation were weaker compared to AvrRpt2-ETI (Figure S4). Since there are 20 MAPKs in *Arabidopsis* [16], we determined the identities of the activated MAPKs. Indeed, the activated MAPKs during AvrRpt2- and AvrRps4-ETI were MPK3 and MPK6 (Figure S4). Previously, Beckers et al (2009) reported that an SA analog, benzo(1,2,3,)thiadiazole-7-carbothioic acid S-methyl ester (BTH), induced priming of MPK3 activation by inducing expression of *MPK3* [29]. In contrast, sustained activation of MPK3 during AvrRpt2-ETI was independent of SA (Figure S5). The sustained activation was not due to an increased amount of MPK3 as we did not observe obvious changes in the MPK3 protein level during AvrRpt2-ETI (Figure 3). Taken together, our data show that sustained activation of the MAPKs is SA-independent and occurs during ETI but not during non-ETI responses.

**Figure 3:**
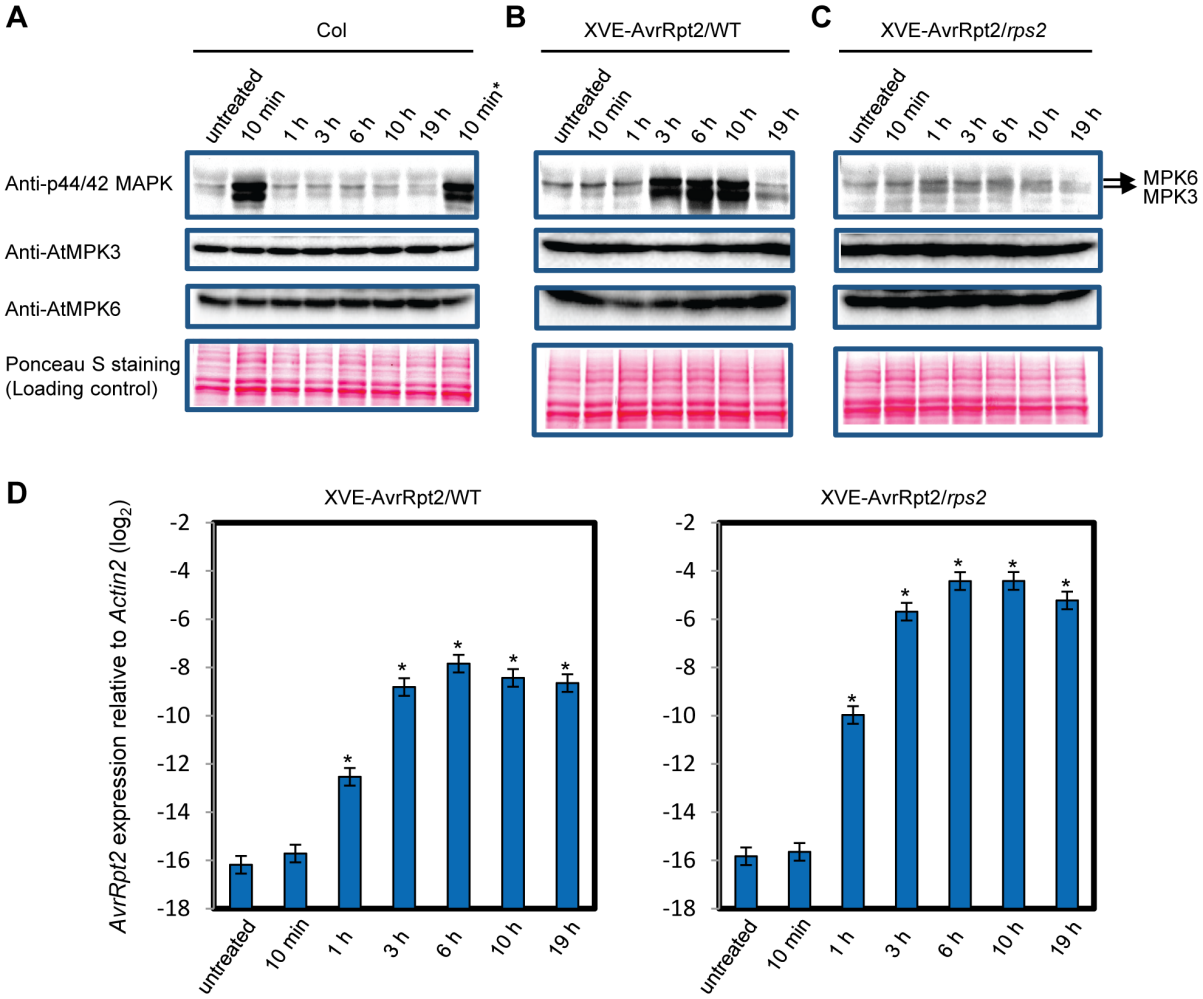
MAPK activation is sustained in ETI but transient in PTI. (A) MAPK activation during flg22-PTI. Seedlings were treated with 10 nM flg22 for the indicated times in a liquid medium. For the 10 min* sample, fresh seedlings were treated with the flg22-containing liquid medium used for the 3 h sample, revealing that flg22 was not degraded in the 3 h sample. (B,C) MAPK activation during AvrRpt2-ETI. Seedlings of the transgenic lines that carry the estradiol-inducible *AvrRpt2* transgene in wild-type (B) or *rps2* (C) background (*XVE-AvrRpt2*/WT or *rps2*) were treated with 20 nM estradiol for the indicated times in a liquid medium. Activated MAPKs, MPK3 and MPK6 were detected by immunoblot using anti-p44/42 MAPK, anti-AtMPK3 and anti-AtMPK6 antibody, respectively. Ponceau S stained blots are shown for loading controls. Experiments were conducted three times with similar results. (D) The *AvrRpt2* mRNA levels in seedlings treated with 20 nM estradiol for the indicated times were determined by qRT-PCR. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from the untreated controls (*P*<0.01, two-tailed *t*-tests).

**Figure 4:**
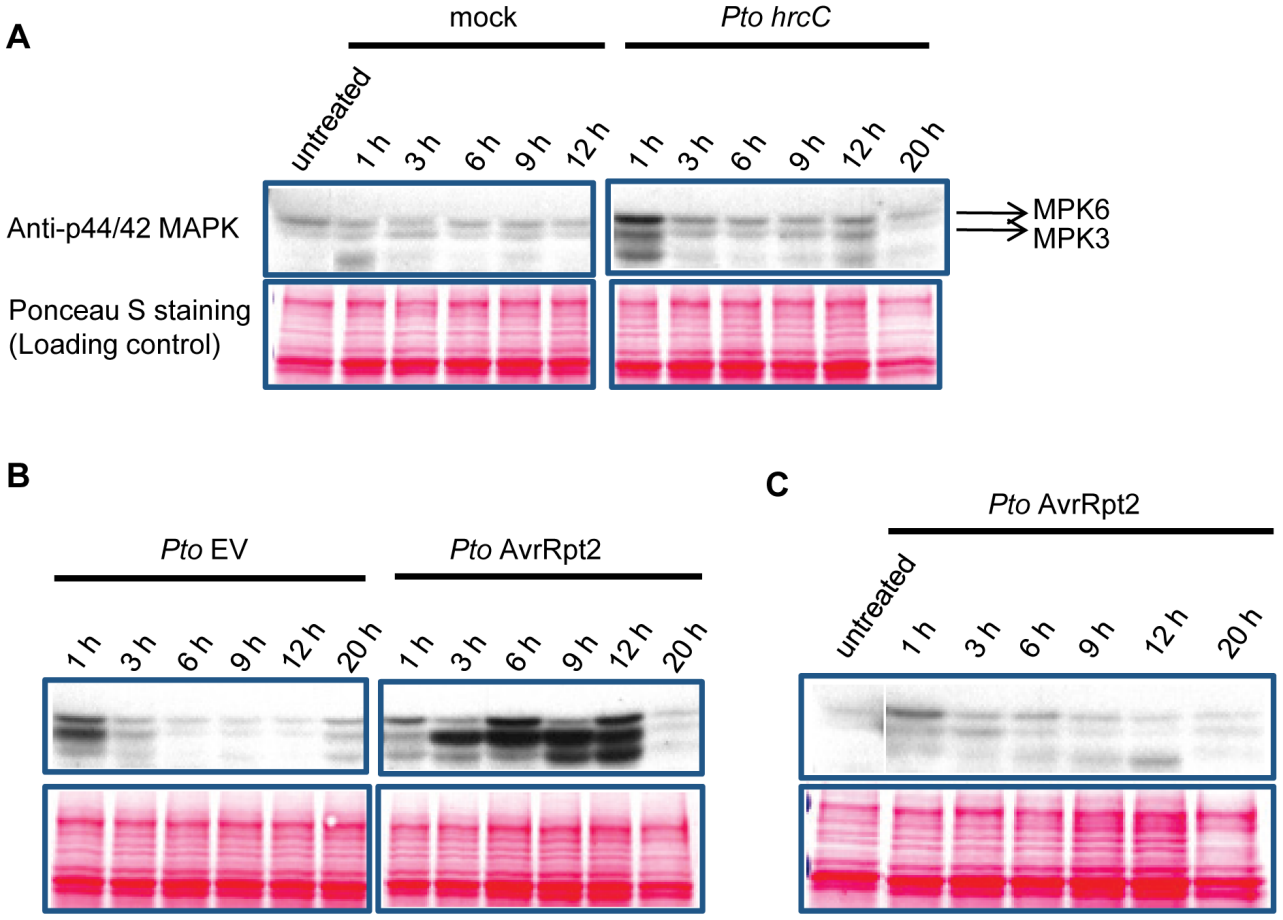
MAPK activation is sustained in ETI but transient in non-ETI conditions. Leaves of Col (A, B) and *rpm1 rps2* (C) plants were infiltrated with *Pto hrcC*, *Pto* EV, *Pto* AvrRpt2 (OD_600_ = 0.01) or water (mock) and samples were collected at the indicated time points. Activated MAPKs were detected by immunoblot using anti-p44/42 MAPK antibody. Ponceau S stained blots are shown for loading controls. Experiments were conducted three times, yielding similar results.

### Sustained activation of MPK3 and MPK6 is sufficient for *PR1* induction in the absence of SA

To test if sustained activation of MPK3 and MPK6 can induce *PR1* in an SA-independent manner, transgenic plants expressing constitutively active forms of MKK4 (MKK4DD) or MKK5 (MKK5DD) under the control of a dexamethasone (DEX)-inducible promoter were employed (*DEX-MKK4DD* and *DEX-MKK5DD*). MKK4 and MKK5 are MAP kinase kinases, whose activated forms phosphorylate and activate MPK3 and MPK6 [17]. DEX-induced expression of MKK4DD or MKK5DD leads to sustained activation of MPK3 and MPK6 (Figure S6) [30]. Induction of *PR1* was observed 9 hours after DEX treatment (Figure 5A), suggesting that sustained activation of MPK3 and MPK6 is sufficient for induction of *PR1*. Induction of *FRK1* is thought to be a good marker for activation of MPK3 and MPK6 [31] and was observed 3 hours after DEX treatment while *PR1* was not (Figure 5B). *FRK1* was strongly induced 30 minutes after flg22 treatment [32], and the induction did not require SA accumulation (Figure S7). Thus, although transient MAPK activation of MPK3 and MPK6 is sufficient for *FRK1* induction, sustained MAPK activation is necessary and sufficient for SA-independent *PR1* induction. The sustained activation of MPK3 and MPK6 by DEX-induced MKK4DD or MKK5DD did not increase the level of SA (Figure 6A). Furthermore, a wild-type-like *PR1* induction 24 hours after DEX treatment was observed in plants deficient in *SID2* or *NPR1* (Figure 6B). Since *PR1* induction was not observed in a DEX-inducible ß-glucuronidase (*GUS*, an arbitrary reporter gene) line after DEX treatment, *PR1* induction was not caused by the DEX-inducible system or DEX but by induced expression of MKK4DD or MKK5DD. Although MPK4 was activated as well as MPK3 and MPK6 during PTI and ETI (Figure 4; [17]), expression of MKK4DD or MKK5DD does not lead to strong activation of MPK4 [30]. Therefore, it is unlikely that MPK4 plays a role. We conclude that sustained activation of MPK3 and/or MPK6 causes *PR1* induction in an SA-independent manner.

**Figure 5:**
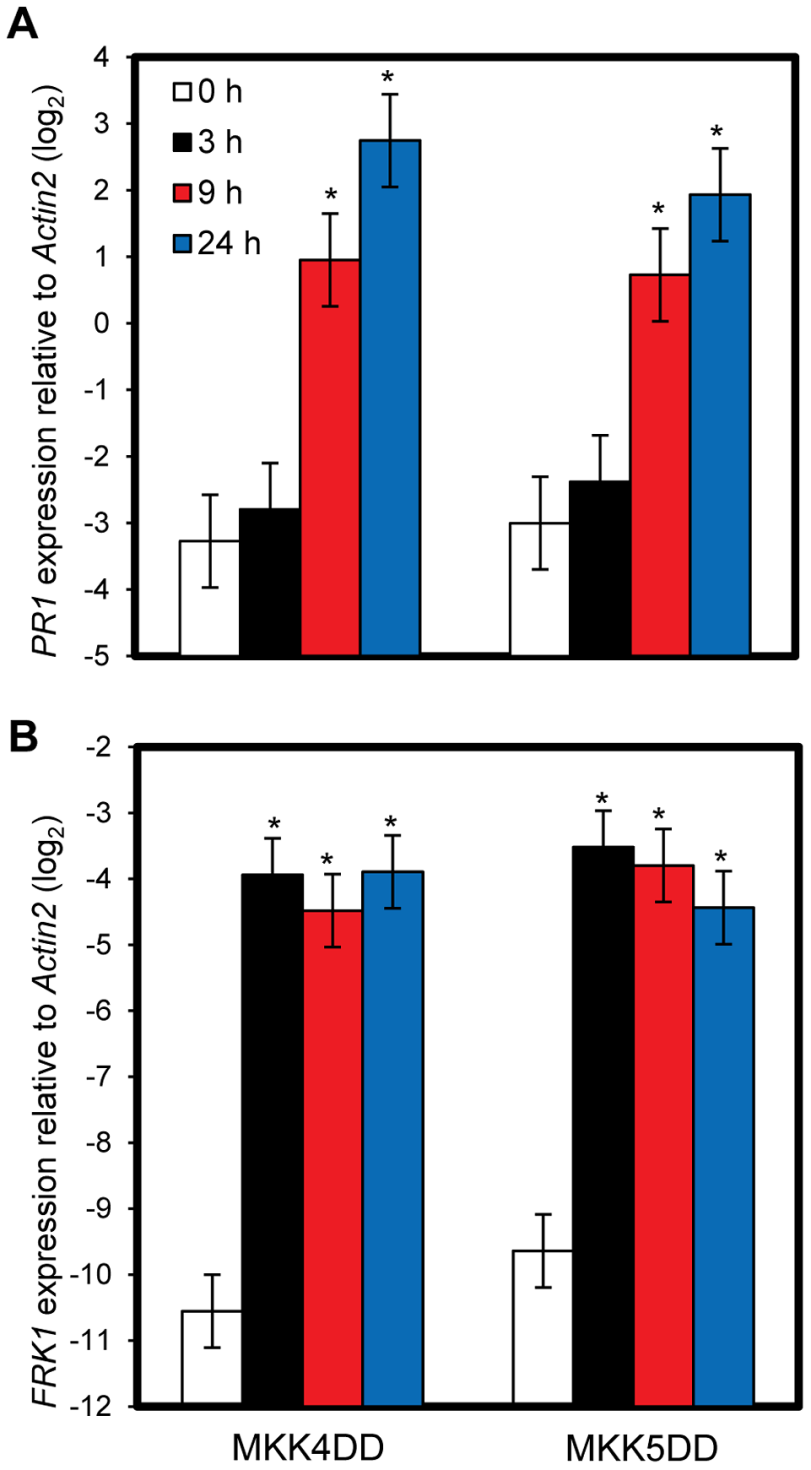
Sustained MAPK activation is sufficient for *PR1* induction. The *PR1* (A) or *FRK1* (B) expression levels in *DEX-MKK4DD* (MKK4DD) or *-MKK5DD* (MKK5DD) at the indicated times after treatment with 2 µM DEX were determined by qRT-PCR. Bars represent means and standard errors of three biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from untreated samples (0 h) (*P*<0.01, two-tailed *t*-tests).

**Figure 6:**
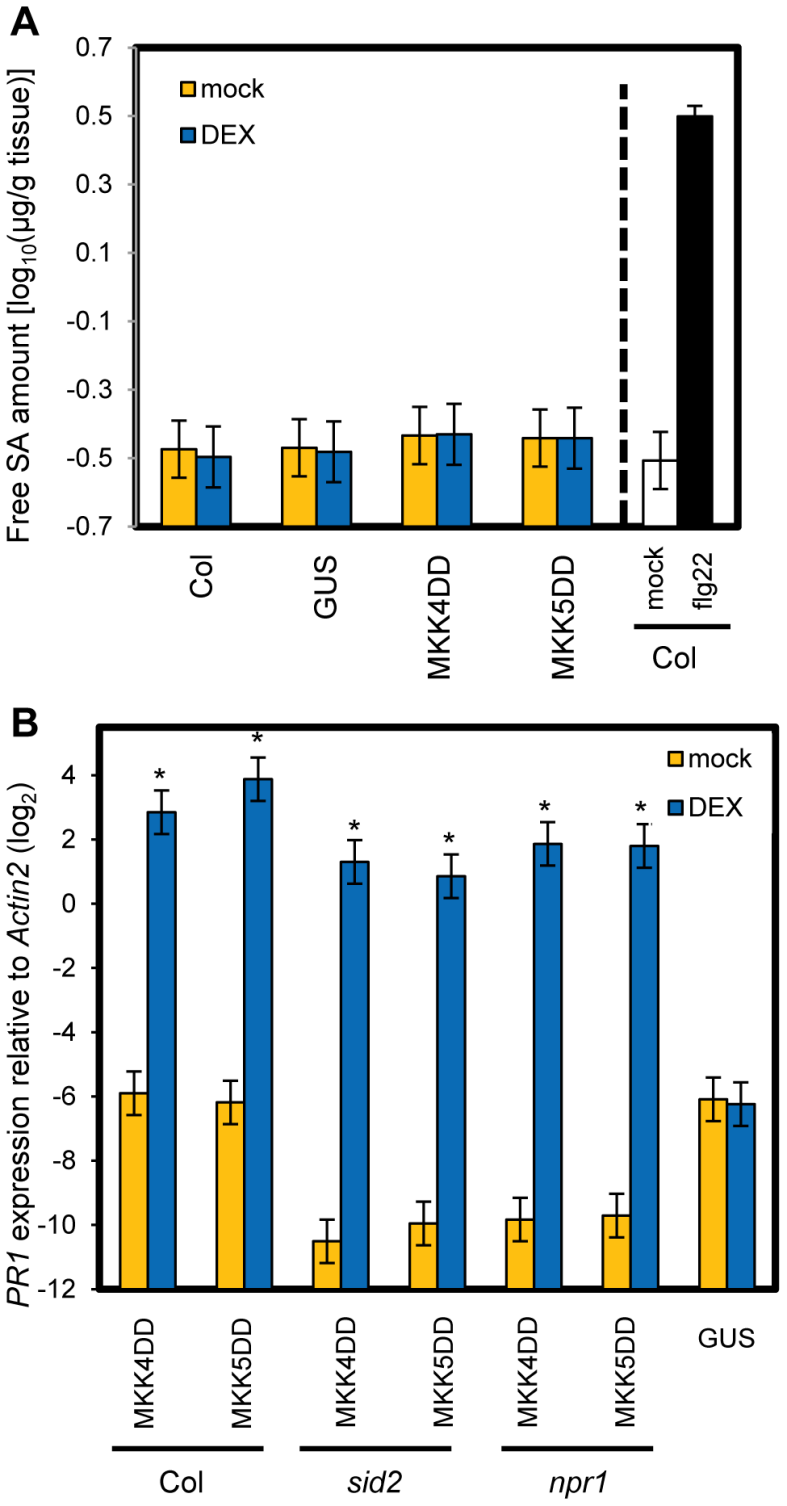
SA signaling is not involved in *PR1* induction by sustained MAPK activation. (A) The free SA levels in leaves of wild-type (Col) or *DEX-GUS* (GUS), *-MKK4DD* (MKK4DD) or *-MKK5DD* (MKK5DD) plants 9 hours after treatment with 2 µM DEX (DEX) or mock. For the Col (flg22) sample, leaves of Col plants were infiltrated with 1 µM flg22 or mock, and the result is shown as a positive control for induced SA accumulation. Bars represent means and standard errors of four biological replicates calculated using a mixed linear model. The SA level is shown on a log_10_ scale. (B) The *PR1* expression levels in leaves of the plant lines carrying the *DEX-GUS* (GUS), *-MKK4DD* (MKK4DD) or *-MKK5DD* (MKK5DD) transgenes in wild-type (Col), *sid2* or *npr1* backgrounds 24 hours after treatment with 2 µM DEX (DEX) or mock were determined by qRT-PCR. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).

We tested whether *mpk3* and *mpk6* single mutations had effects on *PR1* induction by MKK4DD or MKK5DD expression. *PR1* induction was unaffected in *mpk6* but strongly reduced in *mpk3* plants (Figure S8A). *MKK4DD* induction was also strongly reduced in *mpk3* plants (Figure S8B), so the reduction of *PR1* induction in *DEX-MKK4DD/mpk3* may be due to reduction of *MKK4DD* expression. *MKK5DD* induction in *DEX-MKK5DD/mpk3* was reduced compared to *DEX-MKK5DD/*Col yet 10 times higher than *MKK4DD* induction in *DEX-MKK4DD/mpk3* while *PR1* induction was similarly compromised in both plant lines. Thus, these results suggest that MPK3 is required for SA-independent *PR1* induction conferred by forced MKK5 activation while MPK6 is dispensable.

### Sustained activation of MPK3 and MPK6 supported transcriptional regulation of most SA-responsive genes

We tested whether sustained activation of MPK3 and/or MPK6 also regulates other SA-responsive genes. Leaves of the *DEX-MKK4DD* transgenic lines in wild type (Col) or *sid2* backgrounds were treated with DEX or mock control and were collected for mRNA profiling at 24 hours after treatment. The transcriptomic changes caused by DEX treatment were very similar between Col and *sid2* (Figure S9 and Table S3), indicating that gene regulation by sustained activation of the MAPKs is mostly independent of SA. Therefore, only the mRNA profile from the *DEX-MKK4DD sid2* line was included in the following analysis. 

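In *sid2* plants with *Pto* AvrRpt2, the mean log2 change over the 187 genes of Table S1, as computed from the arrays, was 0.71. The DEX arrays were not analysed here, and the log2 ratios with DEX in Table S1 are the paper's. The sign of the paper's DEX ratio in the *sid2* background was the sign of the change in *sid2* with *Pto* AvrRpt2 for 164 of the 187 genes. The DEX ratio was more than 2-fold in the paper's table for 135 genes. Across the 187 genes the Pearson correlation of both changes was 0.748, with genes that are not independent replicates. The paper formed its clusters from both of these values among others, so what follows per cluster is shaped by that choice. The signs were the same for 85 of 85 genes in Cluster I, 11 of 20 in Cluster II and 25 of 25 in Cluster III. Within the clusters the correlation was 0.241 in Cluster I, -0.0594 in Cluster II and 0.648 in Cluster III.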

The heatmap in Figure 2A shows that a majority of the SA-responsive genes responded in the DEX-treated *DEX-MKK4DD sid2* line similarly to *sid2* plants during AvrRpt2-ETI: most up-regulated or down-regulated SA-responsive genes in *sid2* during AvrRpt2-ETI were up-regulated or down-regulated, respectively, in the DEX-treated *DEX-MKK4DD sid2* line. This suggests that sustained activation of the MAPKs regulates a majority of SA-responsive genes in an SA-independent manner during AvrRpt2-ETI.

Three gene clusters were selected for further analysis (Clusters I–III in Figure 2A). The expression level changes of genes in each cluster were averaged and shown in Figure 2B–D. Clusters I and III include genes up- or down-regulated, respectively, in a SID2-independent manner during AvrRpt2-ETI and by sustained activation of the MAPKs. Thus, these genes appear to be regulated by sustained activation of the MAPKs during ETI. Cluster II includes genes that were up-regulated in a largely *SID2*-independent manner during ETI but not up-regulated by sustained activation of the MAPKs. Thus, up-regulation of the Cluster II genes during ETI is supported by a mechanism(s) other than the mechanism mediated by the MAPKs. 

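Per-experiment means over the genes of each cluster, taken from Table S1, were computed from the arrays as log2 changes from each genotype's own mock. Over the 85 genes of Cluster I, the mean change with *Pto* AvrRpt2 was 1.74 ± 0.50 (SD, n = 3) in Col and 1.47 ± 0.42 (SD, n = 3) in *sid2*, and with *Pto* EV 1.52 ± 0.20 in Col and 0.16 ± 0.15 in *sid2*. The difference between genotypes was -0.27 ± 0.15 with *Pto* AvrRpt2 and -1.36 ± 0.33 with *Pto* EV (SD, n = 3). Over the 20 genes of Cluster II, the mean change with *Pto* AvrRpt2 was 1.64 ± 0.52 in Col and 1.25 ± 0.16 in *sid2*, and with *Pto* EV 1.69 ± 0.38 in Col and 0.20 ± 0.19 in *sid2* (SD, n = 3). The genotypes differed by -0.40 ± 0.43 with *Pto* AvrRpt2, less than the spread between experiments, and by -1.49 ± 0.38 with *Pto* EV. Over the 25 genes of Cluster III, the mean change with *Pto* AvrRpt2 was -2.01 ± 0.31 in Col and -1.82 ± 0.46 in *sid2*, and with *Pto* EV -1.40 ± 0.22 in Col and -0.11 ± 0.16 in *sid2* (SD, n = 3). The genotypes differed by 0.19 ± 0.15 with *Pto* AvrRpt2 and by 1.29 ± 0.06 with *Pto* EV. The 2-sided exact sign-flip test over the 3 experiments gave *p* = 0.25, the smallest it allows, for the difference with *Pto* AvrRpt2 in Clusters I and III and *p* = 0.5 in Cluster II. The paper selected the genes of its table on these arrays for a small change with *Pto* EV in *sid2* relative to Col, so the differences with *Pto* EV and their signs follow from that selection and no *p* is given for them. With both genotypes set against the Col mock, the mean of Cluster II in *sid2* moved most, to 0.87 with *Pto* AvrRpt2, and with *Pto* EV it reversed to -0.18. The clusters were formed in the paper from these changes and the DEX ratios together, so the direction of the cluster means follows from that choice as well. In the paper's table, the mean log2 ratio with DEX in the *sid2* background was 3.29 in Cluster I, 0.08 in Cluster II and -3.83 in Cluster III, and no gene of Cluster II exceeded 2-fold.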

When the GO terms associated with the clusters were examined, Cluster I, but none of the other clusters, was enriched with genes related to biological stresses (response to biotic stimulus, *P* = 2.8×10^−5^; response to other organism, *P* = 1.1×10^−4^; multi-organism process, *P* = 5.9×10^−4^). The results imply that genes induced by both SA and the MAPKs are important for biological stress responses. The regulatory trends for the clusters were confirmed by qRT-PCR analysis of one gene from each cluster (Figure S10).

### Compensatory relationships between the MAPKs and SA signaling confer robustness to AvrRpt2-ETI

We investigated if compensation between MPK3/MPK6 and SA signaling could be detected in the *PR1* expression level during ETI. Leaves of wild type (Col), *mpk3*, *mpk6*, *sid2*, *mpk3 sid2* and *mpk6 sid2* plants were inoculated with *Pto* AvrRpt2 or *Pto* AvrRpm1, and *PR1* expression levels were determined 24 hpi (Figure 7A). While *PR1* expression was compromised in *sid2* but not in *mpk3* or *mpk6* during AvrRpt2-ETI, it was compromised in *mpk3 sid2* more than in *sid2* (blue bar), suggesting compensation between *MPK3* and *SID2* on *PR1* expression during AvrRpt2-ETI. To quantify the level of compensation between *MPK3* and *SID2* on *PR1* expression, a signaling allocation analysis was applied [25]. In this analysis, the effects of the genes and their interactions were estimated for contribution to the *PR1* expression level after inoculation. We estimated the individual contribution of *MPK3* on the *PR1* expression level as the difference in expression levels between *sid2* and *mpk3 sid2*, that of *SID2* as the difference in *PR1* expression levels between *mpk3* and *mpk3 sid2* and their combined contribution as the difference in *PR1* expression levels between the wild type and *mpk3 sid2*. The value of the genetic interaction between *MPK3* and *SID2* was calculated by subtracting the sum of the individual contributions of *MPK3* and *SID2* from their combined contribution. Their combined contribution in the wild type was less than the sum of the individual contributions of SA and MPK3, which is signified by the negative interaction between them. We previously defined this less-than-additive combined contribution as compensation [25]. Such compensation was observed for AvrRpt2-ETI (Figure 7B, top). Thus, signaling mediated by MPK3 and SA is compensatory on *PR1* expression during AvrRpt2-ETI. No significant effects of *MPK6* or the interaction (*MPK6:SID2*) on *PR1* expression were detected during AvrRpt2-ETI (Figure 7A and B). No significant effects of *MPK3*, *MPK6* or their interactions (*MPK3:SID2* and *MPK6:SID2*) on *PR1* expression (Figure 7A and B, red bar) or resistance (Figure S11) were detected during AvrRpm1-ETI, suggesting a divergence in the mechanisms that modulate network robustness between different cases of ETI.

**Figure 7:**
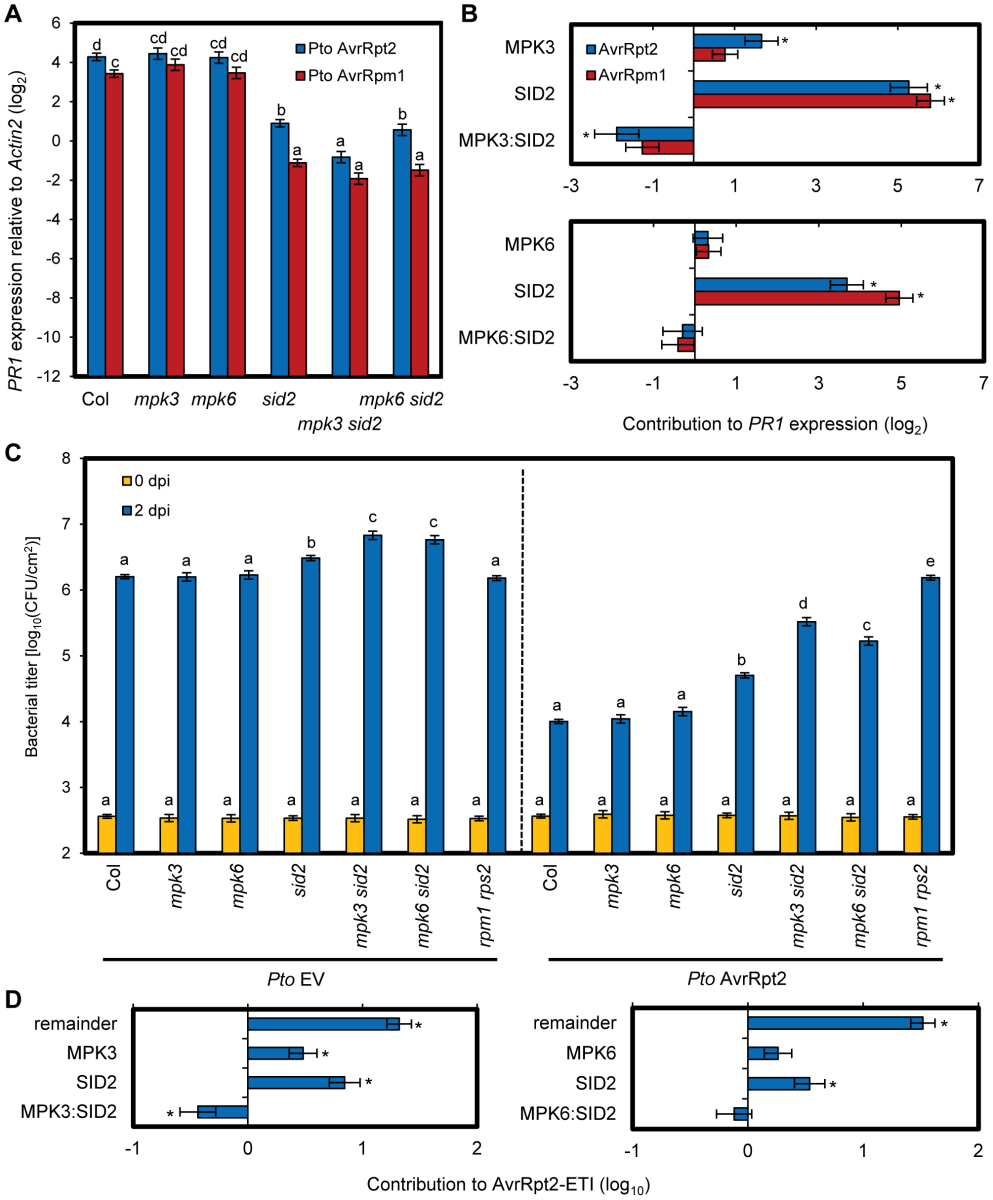
Compensation between MPK3 and SA contributes to the robust ETI levels. (A) The *PR1* expression level in leaves of the indicated genotypes at 24 hpi with *Pto* AvrRpt2 (blue bars) or AvrRpm1 (red bars) (OD_600_ = 0.001) was determined by qRT-PCR. Bars represent means and standard errors of three biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). Statistically significant differences are indicated by different letters (*P*<0.01, two-tailed *t*-tests). (B) The signaling allocations for the *PR1* expression level shown in (A) were estimated for *MPK3* and *SID2* (upper panel) or *MPK6* and *SID2* (lower panel). (C) The bacterial counts of *Pto* EV (left panel) or AvrRpt2 (right panel) (inoculation dose, OD_600_ = 0.0001) at 0 or 2 dpi in leaves of the indicated genotypes were measured. Bars represent means and standard errors of three independent experiments with at least 4 or 12 biological replicates for 0 dpi or 2 dpi, respectively. Statistically significant differences are indicated by different letters per strain per dpi (*P*<0.01, two-tailed *t*-tests). (D) The signaling allocations for AvrRpt2-ETI shown in (C, 2 dpi) were estimated for *MPK3* and *SID2* (left panel) or *MPK6* and *SID2* (right panel). (B,D) Bars represent means and standard errors determined using a mixed linear model. Asterisks indicate significant effects or interaction (*P*<0.01).

A similar trend was observed with the effects of MPK3 and MPK6 on bacterial resistance in AvrRpt2-ETI (Figure 7C). AvrRpt2-ETI is defined as the difference in *in planta* growth of *Pto* EV and *Pto* AvrRpt2 on a log_10_-scale [25]. The compensation between *MPK3* and *SID2* was clear from the signaling allocation analysis, as both had positive effects and their interaction was negative (Figure 7D, left). We did not detect significant effects of *MPK6* or the interaction (*MPK6:SID2*), although we observed a similar pattern to the case of *MPK3* (Figure 7D, right). Thus, compensation of SA signaling by a signaling mechanism involving MPK3 exists in inhibition of bacterial growth, as well as in *PR1* expression, during AvrRpt2-ETI.

Lethality of the double mutants *mpk3 mpk6* [21] does not allow us to determine combined contributions of MPK3 and MPK6 to compensation of SA signaling during ETI. It is possible that MPK6 is not a major factor in SA signaling compensation during ETI and that a signaling mechanism(s) other than that involving MPK3 or MPK6 is important during AvrRpm1-ETI. Nonetheless, these results clearly demonstrate that at least during AvrRpt2-ETI, SA signaling can be compensated by MPK3-mediated signaling in regulation of SA-responsive gene expression and that this compensation increases the robustness of the network output. This allows immunity to be maintained even if the major network sector, SA signaling, is compromised.

## Discussion

In this study, we identified a mechanism that can increase the robustness of the plant immune signaling network during AvrRpt2-ETI. Our results demonstrate that (1) MPK3 and MPK6 are activated in a sustained manner during ETI and in a transient manner during non-ETI; (2) Transient MAPK activation during non-ETI such as PTI does not contribute to SA-independent regulation of the SA-responsive genes; (3) Sustained MAPK activation activates an SA-independent alternative mechanism that regulates the SA-responsive genes; (4) SA-independent alternative mechanisms which regulate the SA-responsive genes were activated during AvrRpt2-ETI; (5) SA signaling compensation by the signaling sector involving MPK3 contributes to increased robustness against network perturbations during AvrRpt2-ETI (Figure 8).

**Figure 8:**
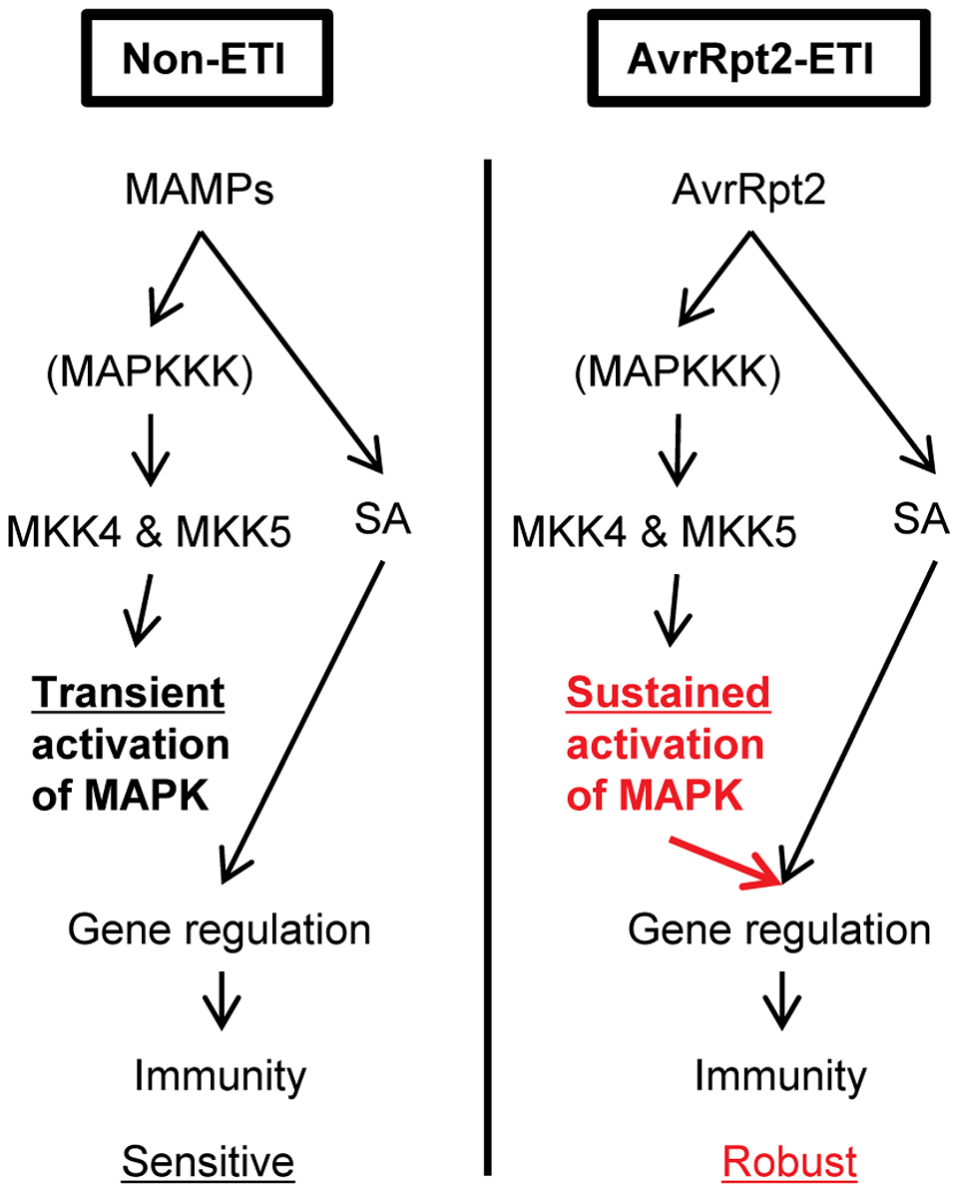
A model of signaling activated by sustained MAPK activation or SA signaling that regulates the common genes during AvrRpt2-ETI, resulting in robust immunity. During non-ETI, such as PTI, MAPK activation is transient. Transient MAPK activation is not sufficient for regulating the SA-responsive genes. However, during AvrRpt2-ETI, sustained MAPK activation can regulate the SA-responsive genes independently of SA. The differential duration of the MAPK activation can modulate the network property of robustness.

### Factor(s) controlling differential activation duration of the MAPKs

A prior study implied that the duration of MPK3 and MPK6 activation is longer during ETI compared to during non-ETI upon *P. syringae* infection [27]. However, it did not rule out the possibility that the effector AvrRpt2 caused sustained MAPK activation through a mechanism independent of recognition of AvrRpt2 via RPS2. We clearly demonstrated that sustained MAPK activation occurs when ETI is triggered (Figures 3 and 4). The duration of MPK3 and/or MPK6 activation is the determinant for activation of the SA-independent alternative mechanism to regulate the SA-responsive genes: only sustained MAPK activation results in activation of the alternative mechanism. One potential cause of the differential activation duration is rapid turnover of PTI receptors, PRRs. FLS2 is rapidly degraded and disappears within one hour upon exposure to flg22 [33], [34]. Although turnover rates of other PRRs are not known, if many PRRs turn over rapidly upon activation, this could explain transient activation of the MAPKs by *Pto hrcC* (Figure 4), which presents multiple MAMPs [11]. The turnover rates of R proteins, the ETI receptors, upon their activation are largely unknown. Whether turnover rate is involved or not, this hypothesis that the duration of MAPK activation and, consequently, the robustness of the network can be tuned to each receptor is attractive because it would enable network robustness to be evolutionarily adapted according to what pathogen-derived signals are recognized by the receptors. Another potential but not mutually exclusive cause of the differential activation duration is involvement of protein phosphatases that dephosphorylate and inactivate the MAPKs: activation of the MAPKs may be negatively regulated by a phosphatase(s) during non-ETI responses while the phosphatase may be inactivated during ETI, resulting in the sustained activation of the MAPKs. Multiple types of such phosphatases including MAPK phosphatases are known in *Arabidopsis* [35]. Differential regulation of these phosphatases during ETI and non-ETI responses may explain the differential duration of MAPK activation.

### Decoding of the activation duration information

Switching of downstream signaling by differential duration of MAPK activation is known in animals and yeast [36]–[38]. In one case, it is explained by nuclear translocation of a MAPK that occurs only after its sustained activation [36]. In this way, sets of substrates available to the MAPK are distinct between its transient and sustained activation, which could lead to distinct downstream signaling. In plants, it has also been reported that MAPKs are translocated to the nucleus upon stimulation [39], [40]. Investigation of potential subcellular localization changes of *Arabidopsis* MPK3 and MPK6 during PTI and ETI will provide insight into this possibility. Another appealing explanation is involvement of a feed-forward network motif [41]. For example, activation of a transcription factor TF-X may mediate the alternative mechanism regulated by sustained MAPK activation. The activation of TF-X may require signal Y in addition to active MPK3 and/or MPK6. Signal Y may be slowly generated as a consequence of the activation of the MAPKs (e.g., 5 hours). The MAPKs would need to be activated for a long time to simultaneously have both signal Y and the active MAPKs to activate TF-X and regulate the SA-responsive genes. In either scenario, discovery of the signaling components downstream of the sustained MAPK activation will be the key to elucidate the mechanism that decodes duration of MAPK activation. Multiple transcription factors, such as TGAs, WRKYs, TBF1 and VIP1 [14], [22], [23], [42]–[44], are involved in regulation of *PR1*. These transcription factors may provide a good starting point for a search for the decoding mechanism.

### ETI may provide robustness under perturbation by coronatine

*Pto* produces the small molecule coronatine, which is a molecular mimic of the JA-Ile conjugate and promotes virulence by suppressing SA signaling [13]. *Pto* is highly virulent on *Arabidopsis* plants while ETI-triggering strains of *Pto*, such as *Pto* AvrRpt2, are much less virulent. Nevertheless, coronatine could suppress SA signaling. Therefore, SA-independent alternative mechanism(s) to regulate expression of the SA-responsive genes, such as that mediated by the MAPKs, may have a substantial role against perturbation of the immune signaling network by coronatine. This hypothesis is consistent with our observation that loss of both MPK3 and SA led to increased susceptibility to *Pto* AvrRpt2 (Figure 7).

### Can AvrRpt2-ETI overcome suppression effects by other effectors?

*Pto* DC3000 possesses type III effectors which directly or indirectly suppress MAPK activation [45]–[48]. However, we observed sustained activation of MPK3 and MPK6 during AvrRpt2-ETI when AvrRpt2 was delivered from *Pto* DC3000 (Figure 4). We speculate that the amounts of such MAPK-inhibiting type III effectors delivered and/or the kinetics of their delivery are not optimal to effectively suppress MAPK activation when the type III effectors are delivered from *Pto* DC3000, which represents a relatively natural context.

The effector HopAI1 from *Pto* DC3000 can physically interact with and inactivate MPK3 and MPK6 by removing the phosphate group from phosphothreonine via a phosphothreonine lyase activity [45]. HopAI1 also targets MPK4 and decreases MPK4 activity [48]. Decreased MPK4 activity appears to be monitored by the NB-LRR protein SUMM2, resulting in triggering ETI. Overexpression of HopAI1 in wild-type Col-0 plants but not *summ2* mutant plants leads to dwarfism and constitutive activation of immune responses [48]. However, *Pto* DC3000 does not trigger SUMM2-mediated ETI. Consistently, *HopAI1* of *Pto* DC3000 is disrupted by an insertion in its promoter region [49]. Thus, the amount of HopAI1 delivered from *Pto* DC3000 appears insufficient for effective inhibition of MPK3 and MPK6 activation during AvrRpt2-ETI.

Another effector, HopF2, from *Pto* DC3000 can also suppress activity of MPK3, MPK4 and MPK6 by targeting the upstream MKK5 and likely other MKKs as well [46], [47]. When overexpressed in plants, HopF2 interferes with AvrRpt2-ETI by inhibiting AvrRpt2-mediated RIN4 degradation [50]. Again, the reason that HopF2 cannot suppress sustained activation of MPK3 and MPK6 triggered by AvrRpt2 when it is delivered from *Pto* DC3000 (Figure 4) is likely insufficient HopF2 or inappropriate timing of its delivery. Delivery of AvrRpt2 may precede that of HopF2 [50].

### Is the low level of robustness required during PTI?

One enigma is why plants need to make the robustness of the immune signaling network lower during PTI when the network itself has the capacity to be highly robust. If the network output during PTI were as robust as during ETI, the chance that “true” pathogens will overcome PTI would be much lower. We speculate that the lower robustness during PTI is selected through evolution as trade-offs with other requirements. Many MAMPs are shared among pathogens and benign microbes and provide low quality information about pathogen attack. It is probably not adaptive for plants to respond to a MAMP with strong and sustained immune responses similar to those during ETI since in many cases, plants encounter benign microbes and ETI-type responses cost fitness. A strategy apparently selected is to respond weakly first and wait to intensify the response until further information increases the probability that a true pathogen is present [24]. In contrast, since effectors are a hallmark of true pathogens and provide high quality information, during ETI plants can induce rapid and strong immune responses with a very low chance of needless fitness costs.

### Concluding remarks

The signaling sector activated by sustained activation of the MAPKs during ETI and the SA signaling sector can regulate the common set of genes. This is one of the mechanisms underlying robustness of the immunity level against network perturbations during ETI. This modulation of the network robustness is controlled by signaling kinetics of a network component. Our findings imply that properties of biological networks can be modulated through network component activities.

## Materials and Methods

Free SA measurement, MAP kinase assays, bacterial growth assays and the signaling allocation analysis were performed as described previously [25], [26].

### Plant materials and growth conditions

*Arabidopsis* plants were grown in a controlled environment at 22°C with a 12 h photoperiod and 75% relative humidity. *Arabidopsis thaliana* accession Col-0 was the background of all mutants used in this study. *Arabidopsis mpk3-1* (SALK_151594) [21], *mpk6-2* (SALK_073907) [18], *npr1-1* [51], *rps2* 101C [52] and *sid2-2* [15] were previously described. We generated the double mutants *mpk3 sid2* and *mpk6 sid2* by standard genetic crosses. Estradiol-inducible AvrRpt2 transgenic lines [53] and the *DEX-MKK4DD* and -*MKK5DD* transgenic lines [30] were previously described. We crossed *DEX-MKK4DD* and *-MKK5DD* into the mutant backgrounds *mpk3*, *mpk6*, *npr1*, *sid2* and *vip1*. Primers and restriction enzymes used for screening of the mutants are listed in Table S4.

### Chemicals

Flg22 peptide was purchased from EZBiolab Inc (Westfield, IN, USA). Estradiol (E8875) and DEX (D1756) were purchased from Sigma (Saint Louis, MO, USA).

### Quantitative RT-PCR analysis

*Pto* DC3000 strains (or water for mock) or 2 µM DEX (or 0.1% ethanol for mock) were infiltrated into leaves of 4-week-old plants. Leaves were collected at the indicated time points. Total RNA isolation and qRT-PCR analysis were carried out as described previously [54], [55]. The following models were fit to the relative Ct value data compared to *Actin2* using the lme function in the nlme package in the R environment: *C_tgytr_* = *GYT_gyt_*+*R_r_*+*ε_gytr_*, where *GYT*, genotype:treatment:time interaction, and random factors; *R*, biological replicate; *ε*, residual; *C_tgyr_* = *GY_gy_*+*R_r_*+*ε_gytr_*, where *GY*, genotype:treatment interaction; *C_tgtr_* = *GT_gt_*+*R_r_*+*ε_gtr_*, where *GT*, genotype:time interaction. The mean estimates of the fixed effects were used as the modeled relative Ct values and visualized as the relative log_2_ expression values and compared by two-tailed *t*-tests. For the *t*-tests, the standard errors were calculated using the variance and covariance values obtained from the model fitting. Primers used in the study are listed in Table S4.

### DNA microarrays

Four-week-old *Arabidopsis* Col-0 and *sid2* leaves were infiltrated with *Pto hrcC*, *Pto* pLAFR (EV), *Pto* AvrRpt2 or water (mock). Independently, leaves of four-week-old *DEX-MKK4DD* plants in Col-0 or a *sid2* background were infiltrated with 2 µM DEX or 0.1% ethanol (mock). Samples were collected at 24 hpi. Total RNA was extracted as described previously [26] and profiled using the NimbleGen DNA microarray (*A. thaliana* Gene Expression 12×135K array TAIR9.0) following the manufacturer's protocol (Roche Applied Science, Indianapolis, IN, USA). Three independent experiments (biological replicates) were performed. The microarray data were submitted to Gene Expression Omnibus (Accession, GSE40555). Probe signal values were subjected to the robust multi-array average (RMA) summarization algorithm [56] using the standard NimbleGen software to obtain the expression level values of the transcripts. Among transcripts of a single gene, those with higher expression values were selected as the representative transcripts of the genes. The following models were fit to log_2_ expression values using the lmFit function in the limma package in the R environment: *S_gyr_* = *GY_gyt_*+*R_r_*+*ε_gyr_*, where *S*, log2 expression value, *GY*, genotype:treatment interaction, and random factors; *R*, biological replicate; *ε*, residual. The eBayes function in the limma package was used for variance shrinkage in calculation of the *p*-values and the Storey's *q*-values were calculated from the *p*-values using the qvalue function in the qvalue package. First, genes whose expression was up-regulated or down-regulated (*q* values<0.01 and more than 2 fold change) in both *Pto* EV and *Pto* AvrRpt2-infected Col compared to mock were selected (2828 genes). Second, *SID2*-dependent genes in *Pto* EV infection (inductions/suppression in *sid2* are less than 20% compared to Col) were selected (187 “SA-responsive” genes) for the clustering analysis. Heatmaps were generated by CLUSTER [57] using uncentered Pearson correlation and complete linkage, and visualized by TREEVIEW [57].

### Accession numbers

The accession numbers for the *Arabidopsis* genes discussed in this article are as follows: *Actin2* (At2g18780), *Chitinase* (At1g02360), *CHS* (At5g13930), *FRK1* (At2g19190), *MKK4* (At1g51660), *MKK5* (At3g21220), *MPK3* (At3g45640), *MPK4* (At4g01370), *MPK6* (At2g43790), *NPR1* (At1g64280), *RPM1* (At3g07040), *RPS2* (At4g26090) and *SID2* (At1g74710).

## Supporting Information

Figure S1 *PR1* induction during ETI is largely NPR1-independent. The *PR1* expression level in leaves inoculated with *Pto* strains (OD_600_ = 0.001) or mock was determined by qRT-PCR at 24 hpi. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).
(TIF) Click here for additional data file.

Figure S2 Expression patterns after inoculation with *Pto hrcC* and *Pto* EV are similar while that with *Pto* AvrRpt2 is distinctive in terms of SID2-dependency. (A) A heatmap of pathogen-regulated genes. Leaves were collected at 24 hpi with the indicated *Pto* strains (OD_600_ = 0.001) or mock and mRNA profile analysis was performed using a NimbleGen Array. 

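Each genotype was compared with its own mock for the 3 strains, which gave 6 comparisons. In *sid2*, *Pto* EV changed 2011 genes, 1063 upwards and 948 downwards, and *Pto* AvrRpt2 changed 3677 genes, 1757 upwards and 1920 downwards. Together with the lists in Col and those for *Pto hrcC*, 5349 genes were changed in at least 1 comparison. The fold threshold moved this count most, to 9451 genes at more than 1.5-fold and to 1472 at more than 4-fold.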

Genes whose expression was up- or down-regulated (*q* values<0.01 and more than 2 fold change) in any samples compared to mock were selected (5361 genes). The log_2_ ratios compared to mock for the selected genes were subjected to agglomerative hierarchical clustering analysis. Green indicates negative values, red indicates positive values and black indicates zero. (B) A normalized heatmap. Expression changes after inoculation with *Pto hrcC*, *Pto* EV and *Pto* AvrRpt2 were compared using linear regression. 

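Across the 5349 genes changed in any comparison, with Col and *sid2* taken together, the log2 changes with *Pto hrcC* regressed through the origin on those with *Pto* EV had a slope of 0.278. The slopes in the 3 experiments were 0.385, 0.237 and 0.261 (SD 0.0796). The factor that scales *Pto hrcC* to *Pto* EV, the reciprocal of the slope, was 3.59. For *Pto* AvrRpt2 the slope was 0.947, with 0.843, 0.984 and 0.947 in the 3 experiments (SD 0.0732), and its reciprocal was 1.06. With the regression turned around, an alternative chosen after the values were seen, the slope of *Pto* EV changes on *Pto hrcC* changes was 2.06 and that on *Pto* AvrRpt2 changes 0.758. The median absolute log2 changes over the same genes in Col were 0.33 with *Pto hrcC*, 1.26 with *Pto* EV and 1.25 with *Pto* AvrRpt2. In *sid2* they were 0.26, 0.86 and 1.24.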

Based on the regression coefficients, the log_2_ ratios of *Pto hrcC* and *Pto* AvrRpt2 samples were weighted by factors of 1.98 and 0.76, respectively, to normalize the overall level of induction/suppression among the treatments.
(TIF) Click here for additional data file.

Figure S3 *PR1* induction is independent of SA during AvrRpt2-ETI. Seedlings of transgenic lines carrying the estradiol-inducible *AvrRpt2* transgene in a *sid2* background (*XVE-AvrRpt2*/*sid2*) were treated with different concentrations of estradiol for 24 hours in a liquid medium. The *PR1* expression level was determined by qRT-PCR. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The vertical axis shows the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).
(TIF) Click here for additional data file.

Figure S4 The MAPKs activated in a sustained manner during AvrRpt2- and AvrRps4-ETI were MPK3 and MPK6. Leaves of Col, *mpk3* and *mpk6* plants were infiltrated with *Pto* AvrRpt2 (A) or *Pto* AvrRps4 (B) (OD_600_ = 0.01) and samples were collected at the indicated time points. Activated MAPKs were detected by immunoblot using anti-p44/42 MAPK antibody. Ponceau S stained blots are shown for loading controls. Experiments were conducted twice with similar results.
(TIF) Click here for additional data file.

Figure S5 Sustained MAPK activation is independent of SA. Leaves of Col and *sid2* plants were infiltrated with *Pto* EV (A) or *Pto* AvrRpt2 (B) at an inoculation dose of OD_600_ = 0.01 and samples were collected at the indicated time points. Activated MAPKs were detected by immunoblot using anti-p44/42 MAPK antibody. Ponceau S stained blots are shown as loading controls. Experiments were conducted twice with similar results.
(TIF) Click here for additional data file.

Figure S6 Sustained MAPK activation by MKK4DD and MKK5DD expression. Leaves of *DEX-MKK4DD* (MKK4DD) or *-MKK5DD* (MKK5DD) were treated with 2 µM DEX for the indicated times and activated MAPKs were detected by immunoblot using anti-p44/42 MAPK antibody. Ponceau S stained blots are shown as loading controls. Experiments were conducted twice with similar results.
(TIF) Click here for additional data file.

Figure S7 Induction of *FRK1* by flg22 does not require SA. Leaves of Col or *sid2* plants were infiltrated with 1 µM flg22 or water and samples were collected at the indicated time points. The expression level of *FRK1* was determined by qRT-PCR. Bars represent means and standard errors of at least two biological replicates calculated using a mixed linear model. The vertical axis is the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).
(TIF) Click here for additional data file.

Figure S8 MPK3 seems to be required for SA-independent *PR1* induction conferred by forced MKK5 activation while MPK6 is dispensable. Leaves of transgenic plants carrying DEX-inducible MKK4DD (4DD) or MKK5DD (5DD) (Col, *mpk3* or *mpk6* background) were infiltrated with 2 µM DEX (DEX) or 0.1% ethanol (mock) and samples were collected at 24 hpi. The expression levels of *PR1* (A) and *MKK4* or *MKK5* (B) were determined by qRT-PCR. Bars represent means and standard errors of two biological replicates calculated using a mixed linear model. The vertical axis is the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).
(TIF) Click here for additional data file.

Figure S9 Expression patterns in DEX-inducible *MKK4DD* transgenic plants are very similar in Col and *sid2*. Leaves of transgenic plants carrying DEX-inducible MKK4DD in Col or *sid2* backgrounds were infiltrated with 2 µM DEX or 0.1% ethanol and samples were collected at 24 hpi. mRNA profile analysis was performed as described in Figure 2. Genes whose expression was up-regulated or down-regulated (*q* values<0.01 and more than 4 fold change) in DEX-treated samples compared to mock were selected (4743 genes). The log_2_ ratios (DEX/mock) for the 4743 genes were subjected to agglomerative hierarchical clustering analysis as in Figure 2. Green indicates negative values, red indicates positive values and black indicates zero.
(TIF) Click here for additional data file.

Figure S10 Expression patterns of genes representing three clusters. Leaves of Col or *sid2* plants were infiltrated with *Pto* EV, *Pto* AvrRpt2 (OD_600_ = 0.001) or water (mock) and samples were collected at 24 hpi. Leaves of transgenic plants carrying DEX-inducible AtMKK4DD in a *sid2* background were infiltrated with 2 µM DEX or 0.1% ethanol and samples were collected at 24 hpi. The expression levels of *PR1* (At2g14610) (A), *Chitinase* (At1g02360) (B) and *CHS* (At5g13930) (C), which represent Clusters I, II, and III, respectively, were determined by qRT-PCR. Bars represent means and standard errors of three biological replicates calculated using a mixed linear model. The vertical axis is the log_2_ expression level relative to *Actin2* (At2g18780). Asterisks indicate significant differences from mock (*P*<0.01, two-tailed *t*-tests).
(TIF) Click here for additional data file.

Figure S11 AvrRpm1-ETI. (A) The bacterial counts of *Pto* EV (left panel) or AvrRpm1 (right panel) (inoculation dose, OD_600_ = 0.0001) at 0 or 2 dpi in leaves of the indicated genotypes were measured. Bars represent means and standard errors of three independent experiments with at least 4 or 12 biological replicates for 0 dpi or 2 dpi, respectively. Statistically significant differences are indicated by different letters per strain per dpi (*P*<0.01, two-tailed *t*-tests). (B) The signaling allocations for AvrRpm1-ETI shown in (A, 2 dpi) were estimated for *MPK3* and *SID2* (left panel) or *MPK6* and *SID2* (right panel). Bars represent means and standard errors determined using a mixed linear model. Asterisks indicate significant effects or interaction (*P*<0.01).
(TIF) Click here for additional data file.

Table S1 Expression levels of the SA-responsive 187 genes and cluster information in Figure 2.
(XLSX) Click here for additional data file.

Table S2 Expression levels of the genes in Figure S2.
(XLSX) Click here for additional data file.

Table S3 Expression levels of the genes in Figure S9.
(XLSX) Click here for additional data file.

Table S4 Primers used in this study.
(DOCX) Click here for additional data file.

# Supplementary material for: Dual Regulation of Gene Expression Mediated by Extended MAPK Activation and Salicylic Acid Contributes to Robust Innate Immunity in Arabidopsis thaliana
**Source:** PLoS Genet. 2013 Dec 12;9(12):e1004015. doi: 10.1371/journal.pgen.1004015
**Supplement:** Table S4 — Primers used in this study.

**Supplemental tables**

**Table S4. Primers used in this study**

Genotyping

|  | Primer (5' to 3') | |  |
| --- | --- | --- | --- |
| mutation | Forward | Reverse | PCR product size |
| *mpk3* | GAGCCATCACTGTCTGCTTCGTA | GCAGTTGAACAAGCTCTGAATCAC | 748 bp (WT) |
| *mpk3* | GGAACAACACTCAACCCTATCTCG | GCAGTTGAACAAGCTCTGAATCAC | 472 bp (*mpk3*) |
| *mpk6-2* | CTCGGTCTGTTTCTTTAGTGCTTC | GTTGGCGTTTGCAACGTGTAAAACAT | 690 bp (WT) |
| *mpk6-2* | GGAACAACACTCAACCCTATCTCG | GTTGGCGTTTGCAACGTGTAAAACAT | 680 bp (*mpk6-2*) |
| *npr1-1* | ATGTCTCGAATGTACATAAGGCACTTG | ATGAGTGCGGTTCTACCTTCCAAA | 304 bp |
| *sid2-2* | TTCTTCATGCAGGGGAGGAG | AAGCAAAATGTTTGAGTCAGCA | 879 bp (WT) 581 bp (*sid2-2*) |
|  | CAACCACCTGGTGCACCAGC |  |  |

| mutation | Restriction Enzyme | fragments in WT (bp) | fragments in mutant (bp) |
| --- | --- | --- | --- |
| *npr1-1* | *NlaIII* | 97 and 207 bp | 304 bp |

qRT-PCR

|  | Primer (5' to 3') | |
| --- | --- | --- |
| *PR1* | CGGAGCTACGCAGAACAACT | CTCGCTAACCCACATGTTCA |
| *FRK1* | GGAAGCGGTCAGATTTCAAC | AGCTTGCAATAGCAGGTTGG |
| *Actin2* | AGTGTCTGGATCGGTGGTTC | CCCCAGCTTTTTAAGCCTTT |
| *CHS* | AAGTCGACAATTCGGAAACG | ACTTCGACCACCACGATGTC |
| *Chtinase* | TGGCTCAGATTTCACACGAG | TTAGGGAAACAAGGCCACTG |
| *MKK4* | GGCGTCTTCAACGAACACTA | GAGAACTCGGACGGTGAATC |
| *MKK5* | CGCCGCTAAAAGCTTATCC | CGTCTCACGGTATCTTCGTG |

How the deposited data were processed for this re-analysis (not part of the article)

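Leaf mRNA of Col and *sid2* plants was profiled 24 h after infiltration with water (mock), *Pto hrcC*, *Pto* EV or *Pto* AvrRpt2 on 24 single-colour NimbleGen arrays, 3 per group in 8 groups. The authors deposited log2 expression values obtained by robust multi-array average, which includes background correction, quantile normalization between arrays and summarization of probes, and kept 1 representative transcript per gene. The version of the NimbleGen software and the set of arrays normalized together are not given in the paper's text. The table has 32627 genes, 0 missing values and 0 repeated identifiers, and its values were used as they are. Quartiles were nearly equal on all arrays, with lower quartiles from 6.71 to 6.93 and upper quartiles from 11.15 to 11.32. Symbols were taken from a later annotation than the TAIR release of the array. It matched 31993 of the identifiers and gave 10597 of them a symbol, and the remaining genes are named by their AGI codes.

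Arrays with the same replicate number were treated as 1 experiment, as the paper states that 3 independent experiments were made. This pairing was checked on the deviations of each array from its group mean. Arrays of the same number had a median correlation across genes of 0.463 over 84 pairs (lowest -0.0823, highest 0.836, 7 pairs at or below 0.1), and arrays of different numbers had a median of -0.241. The first principal component of these deviations held 45.1% of the variance, and 80.1% of it lay between experiments.

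Computations were made in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9. One linear model with a mean per genotype and treatment was fitted by lmFit, with the experiment as a random block through duplicateCorrelation (correlation 0.303), followed by eBayes (16 residual and 2.80 prior degrees of freedom). Storey *q* values were computed per comparison by a reimplementation of the smoother of the qvalue package, which was not available. Genes were called at *q* below 0.01 and more than 2-fold change, the thresholds of the paper's methods. SA-responsive genes were those called with *Pto* EV and with *Pto* AvrRpt2 in Col whose log2 change with *Pto* EV in *sid2* was, in absolute value, below 20% of that in Col. That this limit applies to absolute log2 changes was read from Table S1. Interactions of genotype and strain were tested as limma contrasts at *q* below 0.01. The log2 difference between genotypes under *Pto* AvrRpt2 was compared with that under *Pto* EV in the same way, which does not test the ratio. Slopes were fitted through the origin across the genes changed in any comparison. Means of Clusters I, II and III used the gene lists of Table S1, and their differences between genotypes with *Pto* AvrRpt2 were tested by an exact sign-flip test over experiments.

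The procedure was tested on simulated data with the same design, 32627 genes and 200 changed genes per comparison. It recovered 93.5% to 98.5% of the changed genes with at most 1 false call per comparison, and 90.5% to 94.0% of the interactions with 2, 8 and 2 false calls for *Pto hrcC*, *Pto* EV and *Pto* AvrRpt2. Every simulated change was larger than the median absolute log2 change of the real genes called with *Pto* EV in Col, 1.50. For the genes with a *Pto* EV interaction that median was 1.14. The recovery therefore does not hold for smaller changes.

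The tests, their alternatives and the rule for naming genes were fixed before the data were examined, except where a choice is said to have been made later. The rule named every gene for which the paper gives an AGI code and the 3 SA-responsive genes with the largest change with *Pto* EV in Col. It also named the 3 SA-responsive genes with the lowest and the 3 with the highest ratio of *sid2* to Col with *Pto* AvrRpt2. Among the genes that passed the test, it named the 3 with the largest interaction for each strain. Among those that passed in mock, it named the 3 with the largest difference between genotypes. For *Pto hrcC* 0 genes passed the interaction, so none was named. The values in the paper's Table S1, and in the part of Table S2 at hand, had been seen when this rule was written. Genes outside it were chosen after their values were seen and are marked so.

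The alternatives were no block or a fixed block for the experiment, Benjamini-Hochberg adjustment, quantile normalization or median centring of the arrays, leaving out the lowest 25% of genes by expression, fitting only the arrays compared, eBayes with trend and robust, array weights, leaving out each experiment and each array, other fold, *q* and ratio thresholds, a ratio of linear changes, a ratio with no lower limit, the Col mock as the common baseline, the interaction in place of the ratio, the list of Table S1, regression over all genes or with an intercept, and medians over genes for clusters. The mean of all transcripts of a gene was planned but needs values per transcript, which were not used here. Other regressions and another estimate of array weights were added after the values were seen.

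The arrays of *DEX-MKK4DD* plants, quantitative PCR, SA measurements, bacterial growth and kinase assays were not analysed here. Enrichment of GO terms was left out because the annotation at hand holds no GO terms. Heatmap clustering was not repeated.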

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

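The tests on the genes beside *SID2* and on the mock genes in the arrays of the strains, the use of the 2 other scalings of the arrays as a test and the genes named outside the rule were chosen only after the results were seen, and the other tests here were planned.

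The response to *Pto* EV differed between genotypes, by the limma interaction at *q* below 0.01, for 404 genes, of which 383 had the smaller change in *sid2*, and 66 were SA-responsive. Among the named genes, the interaction (log2 change in *sid2* minus that in Col, negative in 3 of 3 experiments for each) was -4.34 for *WRKY62*, -3.90 for *WRKY38* (AT5G22570), -3.74 for AT3G61198, -3.12 for *ARD3* (AT2G26400), -2.25 for *SID2* (the mutated gene), -2.03 for AT1G35513, -2.02 for the chitinase gene AT1G02360, -1.73 for *NIP3;1* (AT1G31885) and -0.75 for *MPK4* (AT4G01370). Their *q* values ran from 1.1e-06 for *ARD3* to 0.00167 for the chitinase gene. No single array decided these 9 calls, but each was lost when at least 1 whole experiment was left out, with *q* of at most 0.146. *PR1* did not pass (-3.18, *q* = 0.0441), and without the Col mock array of experiment 1 it did (*q* = 0.000368, in a range from 0.000188 to 0.543 over all alternatives). Exchanging Col and *sid2* within experiments and treatments gave 404 genes or more in 7 of 32 arrangements, the real one included. All 7 keep the *Pto* EV arrays of a genotype together and with them the difference under *Pto* EV, so this count cannot decide whether chance is excluded. The 24 arrangements that mix the *Pto* EV arrays gave at most 0 genes, but they hold only 3 other ways to label those arrays. The loss of SA production in *sid2* is the biological difference that the design names and stays open. Differences in signal distribution left between arrays by the normalization were tested by scaling the arrays again. The count was 378 after another quantile normalization and 405 after median centring, and the 9 named genes kept their calls under both. These scalings changed other results, with 157 and 159 of the 175 SA-responsive genes selected again, so the values argue against such differences as the whole cause. The summarization of the probe signals was not repeated.

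With *Pto* AvrRpt2 the interaction passed for 4 genes, 3 of them SA-responsive, with 976 genes at an unadjusted *p* under 0.05. They were *ARD3* (-2.20, *q* = 0.000442), AT1G35513 (-1.86, *q* = 0.00181), *NIP3;1* (-1.45, *q* = 0.00955) and AT3G01175 (1.28, *q* = 0.00955), the last chosen after its values were seen, and each had its sign in 3 of 3 experiments. The calls of *NIP3;1* and AT3G01175 sit at the threshold, and both were lost without a block, with a fixed block, with only the arrays compared, with array weights estimated with the experiment as a term and without each whole experiment. AT3G01175 lost its call with another quantile normalization as well. *NIP3;1* lost its call without any single array except Col mock replicate 1, *sid2* *Pto hrcC* replicate 2, *sid2* *Pto* EV replicate 2, Col *Pto* AvrRpt2 replicate 2 and *sid2* *Pto* AvrRpt2 replicate 3, and its *q* ranged from 0.000375 to 1.0 over all alternatives. AT3G01175 lost its call without any single array except *sid2* *Pto hrcC* replicate 3, *sid2* *Pto* EV replicate 2 and *sid2* *Pto* AvrRpt2 replicate 2, and its *q* ranged from 0.000997 to 1.0. AT1G35513 lost its call without *sid2* mock replicate 2 (*q* = 0.0106) or *sid2* *Pto* AvrRpt2 replicate 1 (*q* = 0.0116). It also lost the call without a block, with only the arrays compared, with array weights estimated with the experiment as a term and without each whole experiment, with *q* from 0.000133 to 0.313 over all alternatives. *ARD3* lost it without experiment 2 or 3 and with only the arrays compared (highest *q* 0.694). Exchanges of genotype gave 4 genes or more in 6 of 32 arrangements. All 6 keep the *Pto* AvrRpt2 arrays of a genotype together, so this count cannot decide whether chance is excluded, and the 24 that mix them gave at most 0. The signal of AT1G35513 in *sid2* was low in every treatment, mock included (5.66, against 9.63 in Col mock). Its interactions with *Pto* EV and *Pto* AvrRpt2 therefore cannot tell a lost response from a signal that is low throughout. No biological explanation beyond the mutation was tested.

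The log2 difference between genotypes changed from *Pto* EV to *Pto* AvrRpt2 for 302 genes, and 32 of these were SA-responsive. It was higher in *sid2* relative to Col under *Pto* AvrRpt2 for 263 and lower for 39. This contrast is not the ratio, and it also rises when *Pto* AvrRpt2 induces a SID2-dependent gene less in Col. *ARD3*, which did not pass, had 0.92 with ratios of only 0.0202 (*Pto* EV) and 0.105 (*Pto* AvrRpt2). The counts therefore do not separate weaker induction in Col from a changed ratio. Among the named genes, the log2 difference was 5.52 for *PR1* (*q* = 0.00204), 1.64 for the chitinase gene (*q* = 0.00985) and 0.72 for *MPK4* (*q* = 0.00141), and 1.35 for AT3G01175 (*q* = 0.000634), each positive in 3 of 3 experiments. The calls of *PR1*, *MPK4* and AT3G01175 were lost when any whole experiment was left out (highest *q* 0.0969, 0.104 and 0.0836), that of *MPK4* also without the block, and none by leaving out a single array. The chitinase gene lost its call without any single array except Col mock replicates 1 and 2, Col *Pto* AvrRpt2 replicate 2 and *sid2* *Pto* AvrRpt2 replicate 1, and lost it under either other treatment of the block, Benjamini-Hochberg adjustment, both other scalings, eBayes with trend and robust, both kinds of array weights and without each whole experiment, with *q* from 0.00331 to 0.229 over all alternatives. Exchanges of genotype gave 302 genes or more in 7 of 32 arrangements and 32 SA-responsive genes or more in 8 of 32. All of these keep the *Pto* EV arrays of a genotype together and with them the difference under *Pto* EV, so these counts cannot decide whether chance is excluded. The 24 that mix the *Pto* EV arrays gave at most 2 genes, and 0 in the list.

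Technical explanations for the low SID2-dependence with *Pto* AvrRpt2 beside the strong one with *Pto* EV were tested on the SA-responsive genes. Selection on the *Pto* EV values would let the ratio with *Pto* EV rise to that with *Pto* AvrRpt2 in an experiment that was not used for selection. In the left-out experiments it was 0.273, 0.0433 and 0.226, against 1.07, 0.778 and 0.922 with *Pto* AvrRpt2. Noise around 1 common ratio would let the 20% limit pick about as many genes on *Pto* AvrRpt2 as on *Pto* EV, but it picked 8 against 175. Saturation of bright signals would confine high ratios to bright genes, but the 88 dimmer genes had a median ratio of 0.790 and the 87 brighter genes 0.838. Differences in signal distribution between arrays would lower the ratio once removed, but it was 0.813 after another quantile normalization and 0.807 after median centring, a fall of less than the SD between experiments, with 24 and 26 SA-responsive genes differing between strains. These values argue against each of these explanations as the whole cause. The left-out experiments also argue against chance in the choice of genes as the whole cause, since the ratio with *Pto* EV was the lower one in 3 of 3. Whether chance alone gave the gene counts is not decided by the exchanges above. That the requirement for SID2 depends on the strain is a hypothesis that these tests leave standing.

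Between the mocks, which the paper does not compare, 9 genes differed between *sid2* and Col, 7 lower and 2 higher in *sid2*, with 1004 genes at an unadjusted *p* under 0.05. They were AT5G03090 (4.50), *PR1* (-4.24), AT1G35513 (-3.96), *SID2* (-2.78), *QQS* (1.59), AT3G29644 (-1.54), *TRZ1* (-1.38), AT5G46140 (-1.23) and AT5G35935 (-1.17) on the log2 scale, each with its sign in 3 of 3 experiments. *SID2*, the mutated gene, was named by the paper, AT5G03090, *PR1* and AT1G35513 came from the rule, and the other 5 were chosen after their values were seen. The *q* values ran from 2.4e-11 for AT1G35513 to 0.00681 for AT3G29644. Of the splits of the 6 mock arrays into 3 and 3, only the real 1 of 10 gave as many genes, and this share cannot fall below 0.1, so the splits alone cannot exclude chance. On the arrays of the 3 strains, which are other samples, all 9 of the 9 genes kept the sign of their mock difference in each of the 9 pairs of *sid2* and Col arrays of 1 experiment, against 7.62% of all genes. Among the 9, the mean differences nearest to 0 were -1.04 with *Pto hrcC* (AT3G29644) and -0.78 with *Pto* EV and -0.82 with *Pto* AvrRpt2 (AT5G35935 for both). This argues against noise on the mock arrays alone as the source of those among the 9 genes that are not SA-responsive. *PR1*, *SID2* and AT1G35513 are SA-responsive, and weaker induction in *sid2* would keep their sign with *Pto* EV and *Pto* AvrRpt2 too. For these genes the arrays of both strains therefore cannot decide. With *Pto hrcC*, where none of them was called changed, their mean differences were -5.62, -2.82 and -4.24. Leaving out experiment 1 left 1 gene. The count was 4 without Col mock replicate 1, *sid2* mock replicate 2 or *sid2* mock replicate 3, and 5 without Col mock replicate 2 or *sid2* mock replicate 1. With only the arrays compared, every one of these genes except AT1G35513 lost its call. Without experiment 1 the same held, and without experiment 2 or 3 every one except AT1G35513 and *SID2* did (highest *q* 0.0264 for *SID2*, 0.162 for *TRZ1* and 0.696 for *PR1*). *PR1* also lost its call without a block, with a fixed block, without any *sid2* mock array (*q* up to 0.0439) and, close to the threshold, without *sid2* *Pto hrcC* replicate 1, any Col *Pto* EV array, *sid2* *Pto* EV replicate 2 or Col *Pto* AvrRpt2 replicates 1 and 3. AT3G29644 lost its call under either other treatment of the block, under both other scalings, with array weights estimated with the experiment as a term, with any mock array left out and with any other array left out except the Col *Pto hrcC* arrays, *sid2* *Pto hrcC* replicate 2, *sid2* *Pto* EV replicates 1 and 3 and *sid2* *Pto* AvrRpt2 replicates 1 and 3 (highest *q* over all alternatives 0.786). AT5G03090 and AT5G35935 lost theirs without Col mock replicates 1 or 2 or any *sid2* mock array (highest *q* 0.409 and 0.763). *QQS* lost its call without Col mock replicate 1 or *sid2* mock replicates 1 or 2, and AT5G46140 without Col mock replicates 1 or 2 or *sid2* mock replicate 3 (highest *q* 0.424 and 0.390). *TRZ1* (AT1G74700) lies next to *SID2* in the annotation. Loss of neighbouring genes on both sides together with *SID2* is excluded, because *QKY* (AT1G74720) on the other side differed by 0.0083. An effect of the mutation on *TRZ1* alone, or a variant under its probes, stays open and was not tested.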

How the results depend on the processing

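The alternatives named here were planned, except the array weights estimated with the experiment as a term and the regressions of *Pto* EV changes on those of the other strains, which were chosen after seeing the data. Each of 37 summary results was recomputed under 55 alternatives where they apply. Unless a reason is given, the cause was not tested. The results not named below moved by less than the spread between experiments or, for counts, stayed within 1.5 times. Of 9152 results for single genes and alternatives, 8840 kept their side of the threshold, 264 lost a call and 48 gained one. In limma, 0 results that were called in the main fit or in the alternative changed direction. Changes of direction among uncalled results were not counted. Of 248 gene results, 186 kept their side under every alternative.

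Without a block for the experiments, *Pto hrcC* changed 16 genes in Col and 0 in *sid2* (1968 at an unadjusted *p* under 0.05). The interaction counts fell to 95 with *Pto* EV and 1 with *Pto* AvrRpt2. The difference between genotypes differed between these strains for 2 SA-responsive genes. With a fixed block, *Pto hrcC* in *sid2* gave 36 genes and the *Pto* AvrRpt2 interaction 2. Pairing arrays by experiment therefore raised the interaction counts. Leaving out the 25% of genes with the lowest expression, which tests fewer genes, gave 33 genes for *Pto hrcC* in *sid2*.

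Array weights gave 363 genes for *Pto hrcC* in Col, 6 in *sid2*, 5075 for the *Pto* EV interaction, 10 for the *Pto* AvrRpt2 interaction and 15 between mocks. They gave Col mock replicate 2 a weight of 13.1, although its residual SD of 0.192 was not the smallest (0.150, *sid2* *Pto* EV replicate 3). Estimated with the experiment as a term, its weight was 1.38 and the first 4 counts were 149, 55, 1013 and 1. With only the arrays compared, which leaves fewer degrees of freedom, *Pto hrcC* gave 33 genes in Col and 1 in *sid2*, the mocks 1, and the *Pto* AvrRpt2 interaction 0 in limma (1015 unadjusted).

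The limit on the ratio set the number of SA-responsive genes, those with a ratio above 0.5 with *Pto* AvrRpt2 and those differing between strains. These were 83, 66 and 13 below 10%, 325, 294 and 60 below 30%, 900, 866 and 110 below 50%, and 394, 361 and 76 with linear fold changes. The median ratio with *Pto* AvrRpt2 was 0.773 below 10%, 0.928 below 50% and 0.870 with linear changes. With the interaction in place of the ratio, which selected 181 genes, 66 of them among the 175, it was 0.873, with 91 genes differing between strains. Against the Col mock, which selected 217 genes, 100 of them among the 175, it was 0.764 and the median ratio with *Pto hrcC* was -0.331, so these are not changes of the same genes. With the same mock, Cluster II in *sid2* changed by 0.87 with *Pto* AvrRpt2 and reversed to -0.18 with *Pto* EV and -0.23 with *Pto hrcC*.

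At more than 1.5-fold, the counts were 6694 (*Pto* EV) and 6686 (*Pto* AvrRpt2) in Col, 31 (*Pto hrcC*), 3730 (*Pto* EV) and 6688 (*Pto* AvrRpt2) in *sid2*, 5080 for both strains in Col and 9451 in any comparison. At more than 4-fold they were 15 (*Pto hrcC*), 939 and 913 in Col, 6, 422 and 922 in *sid2*, 613 for both and 1472 in any. At *q* below 0.05, *Pto hrcC* changed 167 genes in Col and 85 in *sid2*. Regressing *Pto* EV changes on those with *Pto hrcC* gave slopes of 2.06, 2.10 with an intercept, 2.23 in Col alone and 1.82 in *sid2* alone. For *Pto* AvrRpt2 they were 0.758, 0.757 with an intercept and 0.585 in *sid2* alone. The share of upward calls by *Pto hrcC* in *sid2* fell from 85.0% to 71.4% with quantile normalization and 70.6% with median centring, while the median change of all genes moved by less than 0.1 on the log2 scale.

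Leaving out an experiment or an array gave lowest and highest values of 1 and 81 genes for *Pto hrcC* in Col, 0 and 29 for *Pto hrcC* in *sid2* (2744 unadjusted at 0, without experiment 1), 1134 and 2088 for *Pto* EV in *sid2*, 1 and 9 between mocks, 7 and 538 for the *Pto* EV interaction, and 0 and 6 for the *Pto* AvrRpt2 interaction (1188 and 1289 unadjusted at 0, without experiments 2 and 3). They were 104 and 255 for SA-responsive genes, 77 and 221 for those with a ratio above 0.5, 0 and 49 for those differing between strains (177 unadjusted in the list at 0), and 0.733 and 0.870 for the median ratio with *Pto* AvrRpt2. With *Pto hrcC*, the mean of Cluster II in Col ranged from 0.22 (without Col *Pto hrcC* replicate 1) to 0.60 (without Col mock replicate 1) and in *sid2* from 0.080 to 0.26 (without *sid2* *Pto hrcC* replicates 1 and 3). That of Cluster III ranged in Col from -0.21 (without Col *Pto hrcC* replicate 3 or Col mock replicate 1) to -0.039 (without Col mock replicate 3) and in *sid2* from -0.060 (without *sid2* *Pto hrcC* replicate 3) to 0.14 (without *sid2* mock replicate 3). A group left with 1 array fewer is assumed to vary like the others.

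Single arrays moved these counts by over 1.5 times. For *Pto hrcC* in Col the count was 35 without Col mock replicate 2, 34 without replicate 3, and 12, 14 and 45 without the *Pto hrcC* replicates 1, 2 and 3. In *sid2* it was 3, 9 and 13 without mock replicates 1, 2 and 3, and 4 without *Pto hrcC* replicate 1 or 2. The *Pto* EV interaction gave 154 and 225 genes without Col mock replicates 2 and 3, 198 without *sid2* mock replicate 2, 205, 236 and 218 without Col *Pto* EV replicates 1, 2 and 3, and 268 and 197 without *sid2* *Pto* EV replicates 1 and 2. The *Pto* AvrRpt2 interaction gave 1 gene without *sid2* mock replicate 2 or *sid2* *Pto* AvrRpt2 replicate 1, and 2 without Col mock replicate 2 or 3, *sid2* mock replicate 1 or 3, Col *Pto hrcC* replicate 3, *sid2* *Pto hrcC* replicate 1, any Col *Pto* EV replicate, *sid2* *Pto* EV replicate 1 or 3, or Col *Pto* AvrRpt2 replicate 3. SA-responsive genes differing between strains numbered 12, 20 and 14 without Col *Pto* EV replicates 1, 2 and 3, 19 and 18 without *sid2* *Pto* EV replicates 1 and 2, 9 and 20 without Col *Pto* AvrRpt2 replicates 1 and 3, 17 without *sid2* *Pto* AvrRpt2 replicate 3, and 49 without Col mock replicate 1, which also gave the 221 above. The arrays that move the count between mocks are given above with that count. Signals near the background limit the values of weakly expressed genes, and the *Pto hrcC* interaction stayed at 0 genes in limma in 37 settings (138 to 1520 unadjusted).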

Differences from the paper's values

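The regressions named here were chosen after the results were seen, and the other alternatives were set before the data were examined. The factor that scales *Pto hrcC* changes to *Pto* EV changes was 3.59, where the paper's value is 1.98. The value lay between 3.27 and 4.12 under 37 alternatives set in advance, and it differs from the paper's by more than 1.5 times under all 37. All 37 regressed *Pto hrcC* changes on *Pto* EV changes, so they cannot test that direction. The paper's text does not state the direction it used. Regressing *Pto* EV changes on *Pto hrcC* changes, an alternative chosen after seeing the values, gave 2.06, and 2.10 with an intercept, 2.23 in Col alone and 1.82 in *sid2* alone, values within 1.5 times of the paper's. The same regressions for *Pto* AvrRpt2 gave 0.758, 0.757 with an intercept, 0.929 in Col alone and 0.585 in *sid2* alone. The paper's value is 0.76, and the slope set in advance gave a factor of 1.06. With the direction turned around and both genotypes together, both factors therefore lay near the paper's. These regressions select no genes, so none of the paper's called genes is dropped.

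The counts did not differ by more than 1.5 times, with 2799, 5349 and 175 genes against the paper's 2828, 5361 and 187. Of the paper's 187 genes, 175 were selected here. The other 12 did not pass the calls in Col, 11 with *Pto* EV and 1 with *Pto* AvrRpt2, and 0 failed the limit on the ratio. The group values of Table S1 differ from the array means by a constant per gene of up to 0.74, and this constant cancels in differences between conditions to within 0.0001. To within 5e-05 it equals the gene's mean in experiment 1 minus its mean over all arrays. The group values of Table S1 therefore stand at the level of experiment 1.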

Other observations

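The tests on the Col mock array of experiment 1 and the added genes named here were chosen only after the results were seen, and the exchanges and splits of arrays were planned.

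The Col mock array of experiment 1 was high in SA-responsive genes. To keep that array out of the choice of genes, the list was selected again without experiment 1, and 200 of the genes in it were induced. Their values on this array exceeded the mean of the Col mock arrays of experiments 2 and 3 by a median of 0.43 on the log2 scale, and 0 of 10000 lists of other genes of like expression went higher, so that the list stood at percentile 100, above the highest of them at 0.08. All genes together had a median of -0.07, which argues against a shift of the whole array. An exchange with the Col *Pto hrcC* array of the same experiment would make the change from mock to *Pto hrcC* negative in genes that *Pto* EV raises in *sid2*. It was 0.53 in experiment 1, against 0.68 and 0.53 in experiments 2 and 3, which argues against the exchange. Selecting genes that happen to be low in the other mocks was tested with 766 genes lower in *sid2* than in Col with *Pto* EV, a choice that uses no mock array. They were raised by 0.36 as well, which argues against selection as the whole cause. The same induced genes deviated by 0.0097 in the *sid2* mock of experiment 1, as SA signalling active in those Col plants would give, so this may be the source. The Col *Pto hrcC* array of that experiment deviated by 0.27 and the *sid2* *Pto hrcC* array by 0.17, so part of the deviation is not confined to Col or to mock. A difference in how the plants of experiment 1 were grown or handled stays open and was not tested.

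Not all SA-responsive genes kept their response to *Pto* AvrRpt2 in *sid2*. For 7 genes the ratio of *sid2* to Col was below 0.2 in absolute value, namely AT1G35513 (-0.175), *SID2* (-0.0517), *WRKY62* (-0.0485), *WRKY38* (-0.0291), *WRKY59* (0.0458), *ARD3* (0.105) and AT4G00975 (0.192), of which *WRKY59* and AT4G00975 were chosen after their values were seen. *SID2* is the gene mutated in *sid2*, so its ratio follows from the mutation. AT1G35513 averaged 9.63 in Col mock but stayed between group means of 5.39 and 5.66 in *sid2* under every treatment. These *sid2* values lie below the lower quartile of every array (lowest 6.71). Its ratio therefore cannot tell a lost response from a signal that is low in *sid2* throughout. The interaction with *Pto* AvrRpt2 passed for *ARD3* and AT1G35513 in this group and not for *SID2* (*q* = 0.0547), *WRKY62* (*q* = 0.0547), *WRKY38* (*q* = 0.751), *WRKY59* (*q* = 1.0) or AT4G00975 (*q* = 0.503). *WRKY62* passed under 2 of 37 alternatives, among them leaving out the Col mock array of experiment 1 (*q* = 0.00804). *WRKY38* passed under 1 of 37, without Col *Pto* AvrRpt2 replicate 1 (*q* = 0.00852), and *SID2* under 0 of 37. At the level reached with *Pto* AvrRpt2, 40 genes differed between *sid2* and Col, 14 of them SA-responsive, against 1124 genes with *Pto* EV.

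Changes with *Pto hrcC* and with *Pto* EV share a mock group, and that alone correlates them. The correlation across all genes, which are not independent replicates, was 0.678 in Col and 0.599 in *sid2*. Simulated genes that do not change at all gave 0.508 with a shared mock and the same spread in mock and strains. On the arrays, the median SD between replicates was 0.186 in Col mock, 0.167 with *Pto hrcC* and 0.142 with *Pto* EV. In *sid2* it was 0.138, 0.228 and 0.127. The part due to the mock may therefore differ between genotypes, and 0.508 is only a rough reference. Between *Pto* AvrRpt2 and *Pto* EV it was 0.893 in Col and 0.742 in *sid2*.

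The AGI code that the paper gives for its reference gene *Actin2*, AT2G18780, has no symbol in the annotation, where *ACT2* is AT3G18780. AT3G18780, added after its values were seen, had group means between 14.75 and 14.84, and AT2G18780 between 8.39 and 9.58.

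Each comparison of a strain with mock, in either genotype, was set against the other splits of its 6 arrays into 3 and 3. In all 6 comparisons, only the real 1 of 10 splits gave as many genes, and no other split gave more than 1 gene. The share cannot fall below 0.1 with these arrays, so this count alone cannot exclude chance for a single comparison. Of the 4 splits that part all 3 pairs of arrays from the same experiment, only the real 1 gave as many. The other splits leave arrays of 1 experiment on the same side. For the *Pto hrcC* interaction, with 0 genes in limma and 497 at an unadjusted *p* under 0.05, all 32 of 32 exchanges of genotype reach a count of 0 or more by construction, so they decide nothing. For the genes changed by both strains in Col, for those changed in any comparison and for the SA-responsive genes, treatments were exchanged within genotypes and experiments in 100 draws, the real one included. Only the real 1 of 100 gave as many genes in each case, and the largest counts of the other draws were 21, 2369 and 16 genes. Chance is excluded for the first 2 counts. For the SA-responsive genes it is not, because the draws remove the calls in Col that the list requires, which leaves few genes to choose from, and so decide nothing about the ratio of *sid2* to Col that defines it.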
